# The critical role of the proto-oncogene c-*Kit* in TSC renal cystogenesis

**DOI:** 10.1038/s44321-025-00360-x

**Published:** 2025-12-22

**Authors:** Kamyar Zahedi, Sharon Barone, Marybeth Brooks, Wenzheng Zhang, Jane J Yu, Nathan A Zaidman, Manoocher Soleimani

**Keywords:** Tuberous Sclerosis Complex, c-KIT, A-intercalated Cells, Cystogenesis, Molecular Biology of Disease, Urogenital System

## Abstract

The epithelium of kidney cysts in mouse Tuberous Sclerosis complex (TSC) models and TSC patients is composed of proliferating A-intercalated cells. The ablation of the *Foxi1* gene abolished renal cystogenesis in principal cell-specific *Tsc1* knockout (*Tsc1-KO*) mice. RNAseq studies comparing kidneys of *Tsc1-KO* vs. wild-type (WT) and *Tsc1/Foxi1*-double-knockout identified c*-Kit*, a tyrosine kinase receptor (RTK), as a transcript whose expression significantly increased in *Tsc1-KO* mice. Overexpression of FOXI1 in kidney M-1 cells significantly increased *c-Kit* expression levels. Kidney cystogenesis was abolished in *Tsc1*-*KO* mice by inactivating the *c-Kit* gene via the generation of *Tsc1/c-Kit*-double-knockout mice. The treatment of *Tsc1*-*KO* mice with Imatinib, a specific inhibitor of c-KIT, significantly diminished kidney cystogenesis. Renal cystogenesis was associated with ERK1/2, AKT, and RSK1-mediated phospho-inactivation of TSC2. In contrast, activation of ERK1/2, AKT, and RSK1, as well as phosphorylation of TSC2, was notably reduced in the kidneys of *Tsc1/c-Kit-dKO* mice. We propose that c-KIT is a crucial mediator of TSC renal cystogenesis and that its inhibition may constitute a novel approach for the treatment of kidney cysts in TSC.

## Synopsis

The protooncogene *c-Kit* was found upregulated in various TSC mouse models. Experiments showed that both the ablation of *c-Kit*, as well as its pharmacological inhibition prevented cyst formation in *Tsc1*-KO mice.

- The expression of the receptor tyrosine kinase, c-KIT, was upregulated in kidney cysts of mouse models and individuals with Tuberous Sclerosis Complex (TSC).
- Ablation of *c-Kit* in *Tsc1*-KO mice abrogated the renal cyst formation.
- Renal cyst formation was the result of phosphorylation and inactivation of TSC2 leading to the potentiation of mTORC1 function and dysregulation of proliferation of genetically normal cells.
- Treatment with Imatinib Mesylate, a receptor tyrosine kinase inhibitor, significantly reduced the cyst burden in *Tsc1*-KO mice.

## Abstract (web summary)

The protooncogene c-Kit was found upregulated in various TSC mouse models. Experiments showed that both the ablation of c-Kit, as well as its pharmacological inhibition prevented cyst formation in Tsc1-KO mice.

The paper explained **Problem**

Tuberous Sclerosis Complex (TSC) is an autosomal dominant disease caused by mutations in hamartin (TSC1) or tuberin (TSC2) genes. It affects multiple organs, and in the kidney, presents as hamartomas and cysts. Renal cysts in TSC develop in the kidney cortex and are primarily composed of A-intercalated cells that express both TSC proteins. They are a significant source of morbidity and mortality by causing end-stage kidney failure and hypertension.

**Results**

Here, we demonstrate that the receptor tyrosine kinase, c-KIT, is overexpressed and plays a critical role in mouse TSC renal cystogenesis. Our studies specifically illustrate that the ablation or inhibition of c-KIT robustly reduces cyst burden, identifying a new approach for treating TSC renal lesions. Our mechanistic studies demonstrate that the phosphorylation and inactivation of TSC2 by c-KIT promote renal cyst formation without loss of heterozygosity (LOH), which may explain the basis of TSC pathologies in the kidney.

**Impact**

Our studies strongly suggest that c-KIT plays a crucial role in TSC renal cystogenesis, and its inhibition may offer a novel treatment for TSC renal cysts.

## Introduction

TSC is a hereditary disorder caused by mutations in *TSC1* or *TSC2* genes and affects multiple organs, including the kidney, lung, and brain (Crino et al, 2006; Henske et al, 2016). The Tuberous Sclerosis Protein Complex (TSPC) is composed of TSC1, TSC2, and TBC1D7 molecules (Dibble et al, 2012). The TSC2 component is a GTPase-activating factor (GAF) whose stability is regulated by TSC1 and TBC1D7 (Dibble et al, 2012; Inoki et al, 2003). TSPC modulates the function of Ras-Homolog Enriched in Brain (RHEB) GTPase (Garami et al, 2003; Tee et al, 2003). In turn, RHEB in its GTP-bound state potentiates the activity of mTORC1 (Tee et al, 2003). A functional TSC-mTORC1 axis is vital to the regulation of cell growth and cellular response to its environment (Dibble and Manning, 2013; Fingar and Blenis, 2004). In TSC, RHEB is no longer under the inhibitory control of TSPC and, in its GTP-bound form, activates mTORC1, leading to unhindered cell growth and proliferation (Huang and Manning, 2008; Inoki et al, 2003).

In the kidney, TSC presents with benign angiomyolipomata and cysts (Lam et al, 2018; Rakowski et al, 2006). The loss or inactivation of TSC1 or 2 is the main driver of cell proliferation and tumor growth in TSC renal disease (Henske et al, 1995; Henske et al, 1996). Mice with principal cell-specific ablation of *Tsc1* or *Tsc2*, or pericyte-specific *Tsc1-KO*, develop numerous renal cysts, which are overwhelmingly comprised of A-intercalated cells (A-ICs) that express both *Tsc1* and *Tsc2* (Barone et al, 2021; Bissler et al, 2019b). A comparable expansion of A-ICs in the cystic epithelium is also seen in heterozygous *Tsc2* knockout (*Tsc2*^*+/−*^) mice (Barone et al, 2021; Bissler et al, 2019b; Onda et al, 1999). Similarly, epithelial cells lining the renal cysts of TSC patients are primarily comprised of A-ICs and express both TSC1 and TSC2 (Bonsib et al, 2016; Wilson et al, 2006). The expression of forkhead boxI1 (FOXI1), an essential transcription factor in intercalated cell development, is increased in the kidneys of mice with mutated *Tsc* genes (Barone et al, 2021). In addition, FOXI1 regulates the transcription of H^+^-ATPase (Kui et al, 2023), which is highly expressed in TSC cystic epithelium (Barone et al, 2021; Blomqvist et al, 2004). The ablation of the *Foxi1* gene completely abrogated the cyst formation in *Tsc1/Foxi1* double-knockout (*Tsc1/Foxi1-dKO*) mice (Barone et al, 2021). These results demonstrate the critical role of A-ICs and FOXI1 in TSC kidney cystogenesis, a process distinct from the loss of heterozygosity (LOH) that is observed in hamartomas and subependymal giant cell astrocytomas in TSC (Henske et al, 1995; Henske et al, 1997).

Receptor tyrosine kinases (RTKs), including c-KIT, a proto-oncogene, play critical roles in cell proliferation and differentiation (Robinson et al, 2000). The RTKs mediate their activity via signals transduced by ERK1/2, AKT, and p90 ribosomal S6 kinase 1 (RSK1) (Mihaylova and Shaw, 2011). The inactivation of TSC2 via its phosphorylation by ERK1/2, AKT, and RSK1 can lead to the hyperactivation of mTORC1 and unregulated cell growth (Ma et al, 2005; Manning et al, 2002; Roux et al, 2004; Wandzioch et al, 2004). These alterations may explain the anomalous behavior of cells that express both TSC1 and TSC2 in TSC lesions such as renal cysts and brain tubers (Barone et al, 2021; Bissler et al, 2019b; Bonsib et al, 2016; Henske et al, 1996).

The factors that promote cyst formation in TSC renal diseases are poorly defined. Here, we demonstrate that c-KIT is highly expressed in the cystic epithelium of various mouse models of TSC, as well as in TSC patients, and is critical in TSC renal cystogenesis.

Studies presented here identify c-KIT, an A-IC-associated RTK, as a critical signaling molecule that drives TSC renal cystogenesis. They demonstrate that the activation of c-KIT in A-ICs leads to the potentiation of protein kinases (ERK1/2, AKT, and RSK1) that phosphorylate TSC2 and inhibit TSPC function. The inactivation of TSPC and subsequent activation of mTORC1 lead to unregulated growth and proliferation

## Results

### Comparison of the renal transcriptome of *Tsc1-KO, Tsc1/Foxi1-dKO,* and wild-type mice

The kidneys’ transcriptomes of 28-day-old *Tsc1-KO* and 45-day-old *Tsc1-KO* mice were compared to age-matched wild-type (WT) mice (Datasets EV1–2). 

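For the 45-day comparison, total kidney RNA from 3 WT mice (replicates 1 to 3) and 3 Tsc1-KO mice (replicates 4 to 6) was selected for poly A and sequenced on an Illumina HiSeq system. The sample labels give the genotype as C57BL/6 for the WT mice and Tsc1f/f/Aqp2 Cre for the Tsc1-KO mice. They do not say whether the WT mice were littermates. Effects of the Cre line or the strain cannot be told apart from those of the loss of Tsc1. Tsc1, the gene deleted in the principal cells of these mice, was measured at 8.46, 8.91 and 7.49 FPKM in WT replicates 1, 2 and 3 and at 7.69, 7.62 and 8.23 FPKM in Tsc1-KO replicates 4, 5 and 6. The log2 fold change was -0.07 (standard error 0.088, adjusted p = 0.699 from limma), and as other kidney cells keep the gene, its level in total kidney RNA says little about the genotype. Tsc2, whose product pairs with that of Tsc1, was at 14.2 ± 1.29 FPKM (SD, n = 3) in WT mice and at 14.9 ± 0.792 FPKM (SD, n = 3) in Tsc1-KO mice. Of 5 sex-linked genes listed, 4 were tested and 0 differed between the groups in limma, 0 at an unadjusted p under 0.05 and 0 in limma-voom. In each of the 6 libraries Xist was at most 0.0733 FPKM and the Y-linked gene Ddx3y at least 15.8 FPKM, the pattern of male mice.
The authors aligned the reads with HISAT2 2.0.4, counted them with HTSeq 0.9.1 and deposited FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of each library) of 15302 genes in each library. Whole reads were recovered from the FPKM and the mean normalised counts of the authors' deposited table. Of 90069 recovered values of up to 10000 reads, 100% lay within 0.02 of a whole number. Reads in the listed genes came to 22345320, 22450574 and 21604453 in WT replicates 1, 2 and 3 and to 21384107, 19568856 and 24647430 in Tsc1-KO replicates 4, 5 and 6. The FPKM were taken as log2(FPKM + 0.1). The 13230 genes with a mean of at least 0.5 FPKM over the 6 libraries were tested with limma, with a variance that follows the mean level, 2-sided, with p-values adjusted by the Benjamini-Hochberg method. WT replicate 3 stood apart from the other WT libraries. Pearson's r across genes, which are not independent replicates, was 0.992 between WT replicates 1 and 2, 0.977 between WT replicates 1 and 3, and 0.976 between WT replicates 2 and 3. Between WT replicate 3 and Tsc1-KO replicates 4, 5 and 6 it was 0.981, 0.980 and 0.974. WT replicate 3 was thus closer to Tsc1-KO replicates 4 and 5 than to either other WT library.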

The 28-day-old *Tsc1-KO* mice, compared to their WT counterparts, had a total of 1505 differentially expressed transcripts (DET), of which 1004 were significantly upregulated and 501 were significantly downregulated. Further analysis indicated that 893 of the upregulated and 436 of the downregulated DET coded for proteins. 

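In the kidneys of 45-day-old Tsc1-KO mice, 239 genes were higher and 27 were lower than in WT mice at an adjusted p under 0.05 from limma and a fold above 1.3. S100a14, which encodes a calcium-binding protein of epithelia, rose from 0.484 ± 0.121 FPKM (SD, n = 3) in WT mice to 7.11 ± 1.58 FPKM (SD, n = 3) in Tsc1-KO mice. Serpinb9, an inhibitor of granzyme B, rose from 9.57 ± 0.690 FPKM (SD, n = 3) to 43.4 ± 7.79 FPKM (SD, n = 3). Guca2a, which encodes the peptide guanylin, had a log2 fold change of 2.62. Matn1, which encodes a cartilage matrix protein, was listed at 0 in every WT library and at 1.56, 5.49 and 2.19 FPKM in Tsc1-KO replicates 4, 5 and 6. Among the decreases, the cytochrome P450 gene Cyp2e1 fell from 1055 ± 109 FPKM (SD, n = 3) to 508 ± 33.9 FPKM (SD, n = 3). Hrg, which encodes a plasma protein made mainly by the liver, fell by 1.85 on the log2 scale, and by 1.08 at a pseudocount of 1 FPKM. Snhg11, a long noncoding RNA, fell from 31.1 ± 1.53 FPKM (SD, n = 3) to 18.7 ± 0.815 FPKM (SD, n = 3).
Without the fold, 279 genes passed, 248 of them higher and 31 lower. Leaving out WT replicate 3 raised this count to 1115, and leaving out WT replicate 1, Tsc1-KO replicate 4 or Tsc1-KO replicate 5 lowered it to 29, 104 and 24, while the count of lower genes was 14 without WT replicate 2. Without Tsc1-KO replicate 6, limma called 0 genes, with 1767 genes at an unadjusted p under 0.05, and limma-voom on the recovered reads called 47. In that limma run S100a14, Serpinb9, Guca2a and Cyp2e1 lay just above the threshold, each at adjusted p = 0.0537. The log2 fold change of Cyp2e1 was -1.02 there, against -1.05 with all libraries.

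**Figure D1:**
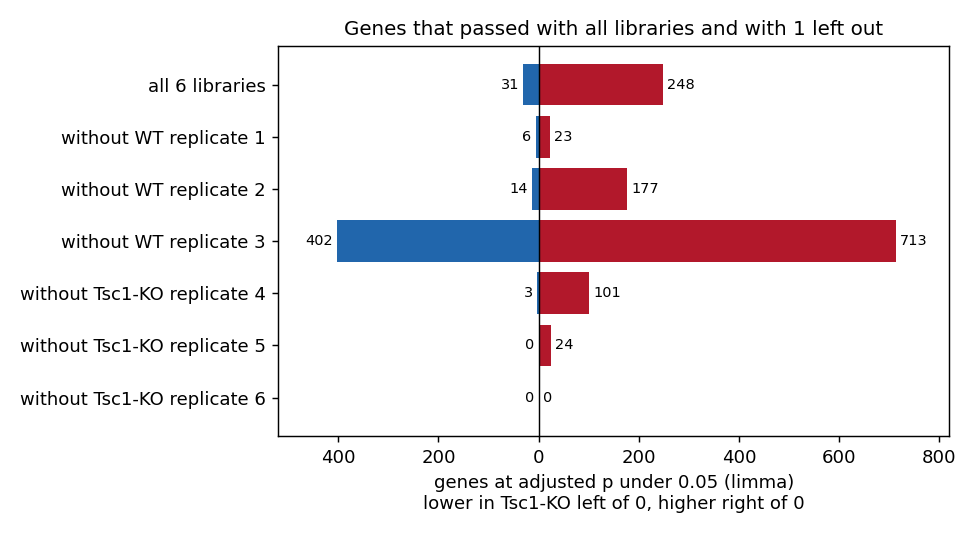
Number of genes at an adjusted p under 0.05 from limma (x axis), higher in Tsc1-KO mice to the right of 0 and lower to the left, with all 6 libraries and with each library left out in turn (y axis). With all libraries the bar shows 248 higher and 31 lower genes. With 1 library left out the bars run from 0 higher and 0 lower without Tsc1-KO replicate 6 to 713 higher and 402 lower without WT replicate 3.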

When contrasted with their WT counterparts, the 45-day-old *Tsc1-KO* mice had a total of 806 DET, of which 589 were significantly upregulated, and 217 were significantly downregulated. 

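Genes that code for proteins made up 238 of the 239 genes higher in 45-day-old Tsc1-KO mice and 25 of the 27 lower ones, both counted with a fold above 1.3. The others were long noncoding RNAs: 2210404E10Rik was higher, and Gm15972 and Snhg11 were lower. The kind of each gene was read from the RefSeq annotation of the mouse by gene identifier, which matched 15291 of the 15302 genes listed, 14398 of them protein-coding. Without WT replicate 3, 600 higher and 270 lower genes coded for proteins. The corresponding counts were 23 and 5 without WT replicate 1, 176 and 13 without WT replicate 2, 101 and 2 without Tsc1-KO replicate 4, 24 and 0 without Tsc1-KO replicate 5, and 0 and 0 without Tsc1-KO replicate 6, all from limma.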

Among the latter, 578 of the upregulated and 201 of the downregulated DET coded for proteins. In addition to *Foxi1*, the expression of several known A-IC-specific transcripts, including H^+^-ATPase subunits (e.g., *Atp6v0d2, Atp6v1c2*, and *Atp6v1g3*)*, Slc4a1 (Ae1)*, ammonia transporters *(Rhcg and Rhbg), Aqp6*, and *c-Kit* were significantly enhanced in the kidneys of *Tsc1-*KO mice.

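All 9 of these A-IC transcripts rose in the kidneys of 45-day-old Tsc1-KO mice. Foxi1 (gene 14233), the transcription factor that drives the intercalated cell fate, rose from 13.4 ± 6.20 FPKM (SD, n = 3) in WT mice to 39.5 ± 5.54 FPKM (SD, n = 3) in Tsc1-KO mice. Atp6v0d2, a subunit of the proton pump, rose from 15.9 ± 1.63 FPKM (SD, n = 3) to 45.6 ± 7.25 FPKM (SD, n = 3), and Slc4a1, the basolateral chloride/bicarbonate exchanger, from 12.5 ± 0.259 FPKM (SD, n = 3) to 30.2 ± 5.16 FPKM (SD, n = 3). The ammonia transporter Rhcg rose from 53.5 ± 6.84 FPKM (SD, n = 3) to 99.0 ± 10.5 FPKM (SD, n = 3), and the intracellular water channel Aqp6 from 22.2 ± 0.180 FPKM (SD, n = 3) to 51.8 ± 13.3 FPKM (SD, n = 3). The log2 fold changes of the 9 genes ran from 0.68 for Atp6v1c2 to 1.63 for Foxi1, with the highest adjusted p of 0.0407 from limma at Foxi1. For each of the 9, every Tsc1-KO library was above every WT library (exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). The study chose these genes on the same libraries, so their count is not independent evidence. Car2 and Clcn5, A-IC markers that the paper describes from earlier studies as elevated in mouse models of TSC, had log2 fold changes of 0.16 (adjusted p = 0.216 from limma) and 0.41 (adjusted p = 0.0583) and did not pass the test, while Clcn5 passed without WT replicate 3 (adjusted p = 0.0283). For both genes, too, every Tsc1-KO library was above every WT library (exact permutation test, p = 0.1).
Of 22 other intercalated cell genes, 6 rose and 0 fell, and 8 were higher and 2 lower when adjusted over the list alone. This list is not limited to A-IC genes. Its median log2 fold change was 0.14, and limma-voom called 5 of its genes higher and 1 lower. The genes that rose included Dmrt2, a transcription factor gene of these cells, with a log2 fold change of 1.89, and Adgrf5, an adhesion G protein-coupled receptor, which rose from 12.9 ± 2.58 FPKM (SD, n = 3) to 35.2 ± 3.49 FPKM (SD, n = 3). Of 23 V-ATPase subunits, 4 rose and 0 fell, and 11 were higher and 0 lower when adjusted over the list alone. Of these 4, Atp6v1b1, with a log2 fold change of 0.37, is not among the transcripts the study names. The principal cell list had 3 of 20 genes higher and 0 lower, with 6 higher and 1 lower when adjusted over the list alone. Scnn1b and Scnn1g, which encode subunits of the epithelial sodium channel, had log2 fold changes of 0.66 and 0.57, and the transcription factor gene Gata3 had 0.76. Of 20 proximal tubule genes, limma called 0, with 3 at an unadjusted p under 0.05, 0 in limma-voom, and 1 higher and 1 lower when adjusted over the list alone or when WT replicate 3 was left out. Trpm6, a magnesium channel gene with a log2 fold change of 0.72, was the 1 gene that rose among 12 thick ascending limb and distal convoluted tubule genes, and 0 fell (2 higher and 0 lower when adjusted over the list alone). Its call ended after median-of-ratios scaling (adjusted p = 0.0522), without the variance trend (0.0555) and without each library except WT replicate 3, where 4 genes of the list rose.
Camera, which compares a list with all other genes at a preset correlation of 0.01, gave adjusted p = 0.00668 for the other intercalated cell genes, 5.35e-05 for the V-ATPase subunits and 0.0185 for the principal cell genes, all toward higher, and 0.0056 for the proximal tubule genes, toward lower. Each of these 4 lists had adjusted p = 0.584 with an estimated correlation, and the principal cell list had 0.0545 without WT replicate 1 and 0.075 without WT replicate 2. Of the 9 A-IC transcripts, limma called 2 without WT replicate 1, 5 without WT replicate 2, 1 without Tsc1-KO replicate 5 and 0 without Tsc1-KO replicate 6, where all 9 had an unadjusted p under 0.05 and limma-voom called 2. Of the other intercalated cell genes, in limma 1 rose without WT replicate 1, 4 without WT replicate 2, 1 without Tsc1-KO replicate 5 and 0 without Tsc1-KO replicate 6. The 4 V-ATPase subunits became in limma 2 without WT replicate 1 or 2, 7 without WT replicate 3, 3 without Tsc1-KO replicate 4, 1 without Tsc1-KO replicate 5 and 0 without Tsc1-KO replicate 6, and 2 without the variance trend. The 3 principal cell genes became in limma 11 without WT replicate 3, 1 without WT replicate 2 or Tsc1-KO replicate 4, and 0 without WT replicate 1 or Tsc1-KO replicate 5 or 6. Foxi1 passed in 6 of 13 alternatives of the processing. It missed the threshold in limma after median-of-ratios scaling (adjusted p = 0.0525), without the variance trend (adjusted p = 0.0677, 5 of the 9 called) and without each library except WT replicate 3. In WT replicate 3 it was at 20.6 FPKM, against 9.71 and 10.0 FPKM in WT replicates 1 and 2.

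**Figure D2:**
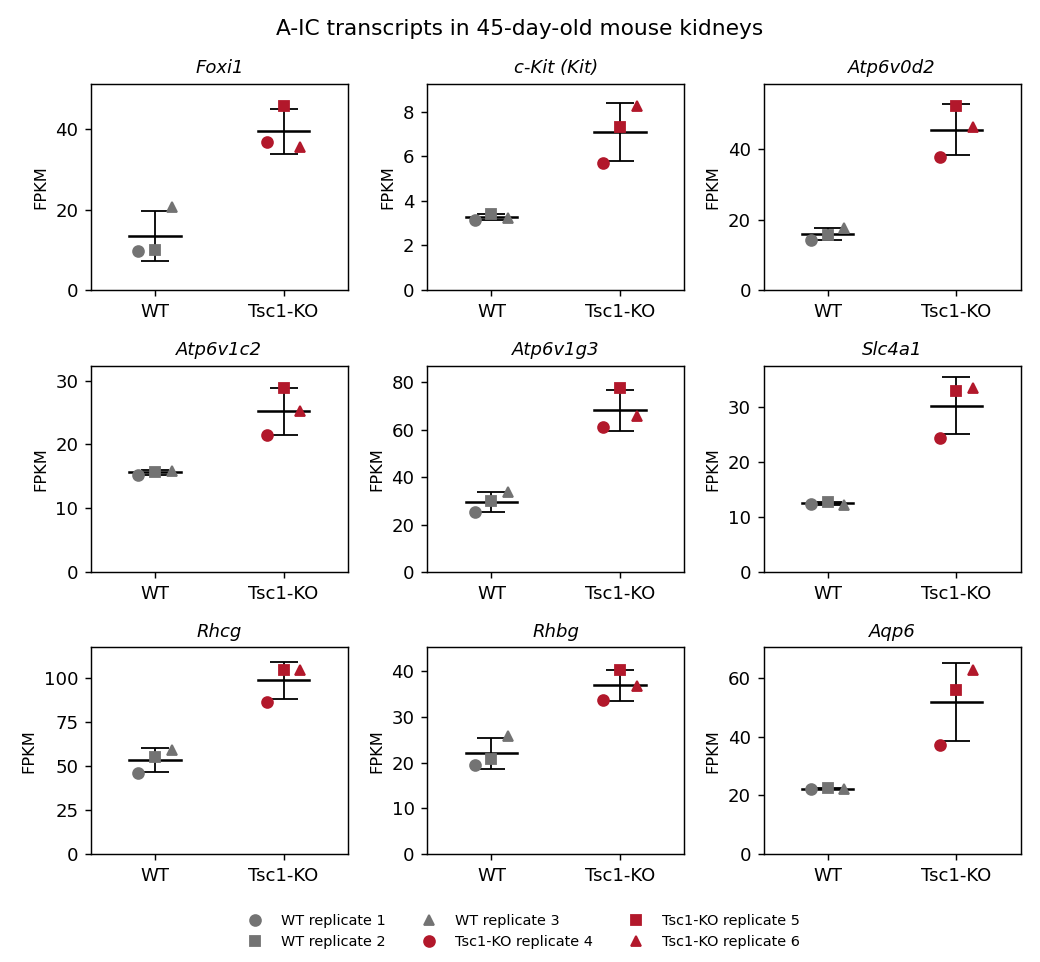
FPKM (y axes) of the 9 A-IC transcripts in each kidney of 3 WT mice and 3 Tsc1-KO mice, 45 days old. Points are libraries, long lines are means and error bars are SD. In every panel the 3 Tsc1-KO libraries lie above the 3 WT libraries, and the means of Foxi1 are 13.4 and 39.5 FPKM.

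**Figure D3:**
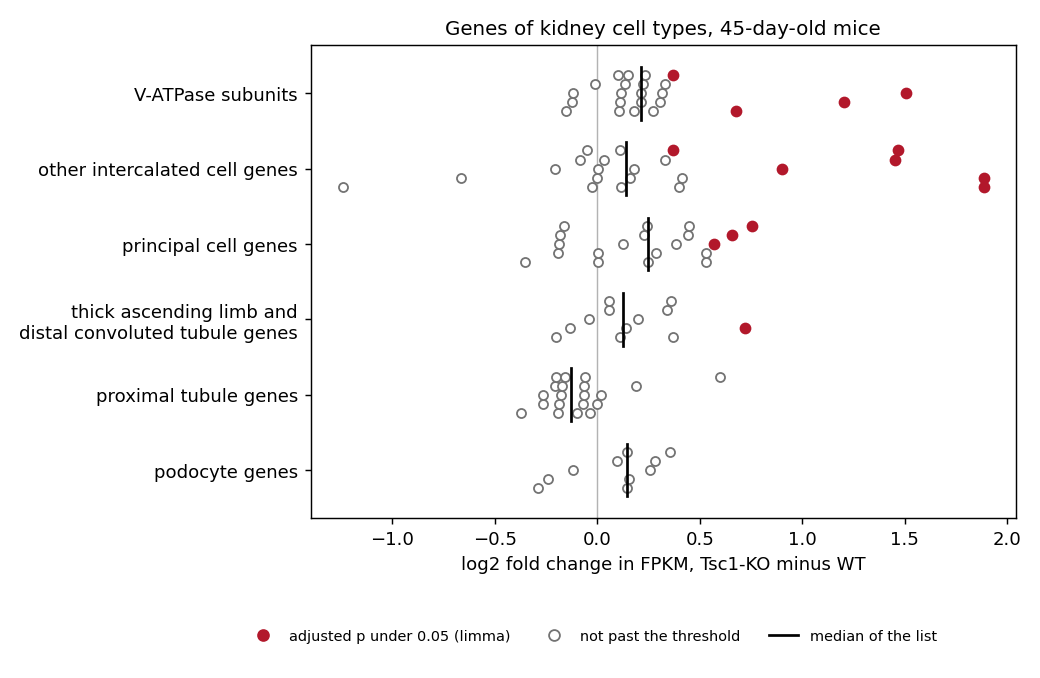
Log2 fold change in FPKM, Tsc1-KO minus WT (x axis), of each tested gene of 6 lists of kidney genes (y axis). Filled points passed an adjusted p of 0.05 in limma, open points did not, and vertical lines are list medians. Of the other intercalated cell genes 6 points are filled, and of the proximal tubule genes 0.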

To identify the molecules that may play critical roles in kidney cystogenesis in TSC, we compared the renal transcriptomes of *Tsc1-KO* mice (that present with numerous large cysts) with *Tsc1/Foxi1-dKO* mice that show complete abrogation of kidney cysts (Datasets EV1–3) (Barone et al, 2021). The expression of mRNAs specific to A-ICs that were enhanced in *Tsc1-KO* mice was profoundly downregulated in *Tsc1/Foxi1-dKO* or *Foxi1-KO* mice. It is noteworthy that the expression of *c-Kit* mRNA was significantly increased in the kidneys of *Tsc1-KO* mice and was markedly downregulated in the kidneys of *Tsc1/Foxi1-dKO* and *Foxi1-KO* mice (Fig. 1A).

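In WT mice at 45 days, c-Kit (Kit, gene 16590), a receptor tyrosine kinase, was at 3.14, 3.42 and 3.24 FPKM in replicates 1, 2 and 3. In Tsc1-KO replicates 4, 5 and 6 it was at 5.69, 7.31 and 8.26 FPKM. The mean rose from 3.27 ± 0.144 FPKM (SD, n = 3) to 7.09 ± 1.30 FPKM (SD, n = 3), a log2 fold change of 1.08 (standard error 0.142, adjusted p = 0.0206 from limma). Kitl, which encodes its ligand stem cell factor, had a log2 fold change of 0.27 (adjusted p = 0.272 from limma). Of 9 kinases that imatinib inhibits, c-Kit rose and 0 fell, with the same counts when adjusted over the list alone. Among the other 8, the platelet-derived growth factor receptor genes Pdgfra and Pdgfrb had log2 fold changes of 0.45 and 0.29 and did not pass the test. The list had adjusted p = 0.149 from camera. The log2 fold change of c-Kit ran from 0.91 to 1.23 over 13 alternatives of the processing. It passed the threshold in 10 of these and missed it without WT replicate 1 (adjusted p = 0.0965), without Tsc1-KO replicate 5 (0.0921) and without Tsc1-KO replicate 6 (0.0803, all from limma).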

**Figure 1:**
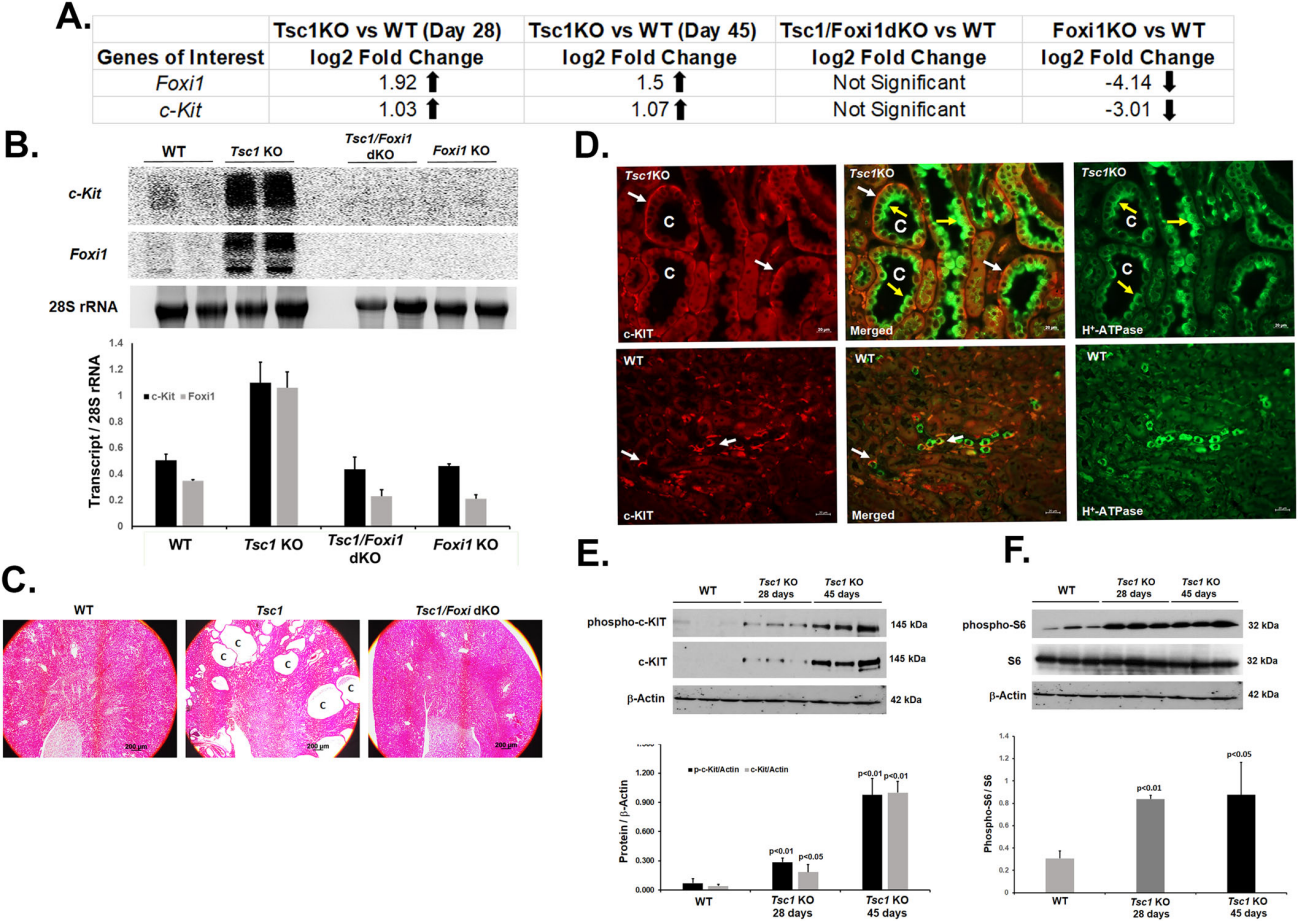
Expression of c-KIT is enhanced in the epithelial lining of TSC kidney cysts. The expression of c-KIT was examined in the kidneys of WT, *Tsc1-KO*, *Tsc1/Foxi1-dKO* and *Foxi1-KO* mice and the co-localization of c-KIT and H^+^-ATPase in A-ICs lining the renal cyst epithelium was confirmed. (**A**) Table of DET of interest in the kidneys of WT, *Tsc1-KO*, *Foxi1-KO*, and *Tsc1/Foxi1-dKO* mice. (**B**) Northern blot images and Image J analysis data comparing *c-Kit* and *Foxi1* expression in *Tsc1-KO*, *Tsc1/Foxi-*dKO and *Foxi1-KO* vs. WT mice. Results are presented as average ± SD. (**C**) Low power (4×) images of WT, *Tsc1*-KO, and *Tsc1/Foxi1*-dKO images. Scale bar equals 200 μm. “C” represents cysts. (**D**) Double immunofluorescence staining images of *Tsc1-KO* (upper panel) and WT (lower panel) mice stained with c-KIT (red staining indicated with white arrows) and H^+^-ATPase (green staining indicated with yellow arrows) antibodies. Scale bar equals 20 μm. “C” represents cysts. (**E**) Western blot analysis depicting the expression and phosphorylation of c-KIT in the kidneys of *Tsc1*-KO mice and WT mice (*n* = 3/group/timepoint). T-test analysis of Image J results indicate that the levels of c-KIT and phosphorylated c-KIT are significantly higher in *Tsc1*-KO mice at 28 days (*n* = 3; *p* = 0.037237707 and *p* = 0.003699393, respectively) and 45 days (*n* = 3; *p* = 0.000159035 and *p* = 0.000880299, respectively) compared to WT mice. Results are presented as average ± SD. (**F**) Western blot analysis depicting that the phosphorylation of S6 is significantly higher in the kidneys of *Tsc1*-KO mice. Image J analysis of the results indicates that the phosphorylation of S6 is significantly elevated in the kidneys of *Tsc1*-KO mice compared to WT mice (*n* = 3/group/timepoint) at 28 and 45 days of age (*p* = 0.000265 and *p* = 0.030607, respectively). Results are presented as average ± SD. Source data are available online for this figure.

Gene Ontology-Biological Process (GO-BP) enrichment analysis of day 28 and day 45 DET revealed the presence of 766 and 507 pathways with a false discovery rate of less than 0.05 (FDR < 0.05), respectively (Datasets EV4–5). These pathways included multiple associations with signal transduction and cell proliferation. 

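Of 36 cell cycle genes listed, 5 rose in 45-day-old Tsc1-KO mice and 0 fell, and all 36 had a positive log2 fold change in limma with all libraries. The 4 with the smallest p were Racgap1, Prc1 and Aurkb, of chromosome segregation and cytokinesis, and the DNA topoisomerase gene Top2a. Racgap1 rose from 1.10 ± 0.227 FPKM (SD, n = 3) in WT mice to 2.78 ± 0.489 FPKM (SD, n = 3) in Tsc1-KO mice, and Top2a from 1.25 ± 0.301 FPKM (SD, n = 3) to 2.93 ± 0.461 FPKM (SD, n = 3). The proliferation marker Mki67 was at 0.964 ± 0.420 FPKM (SD, n = 3) and 2.14 ± 0.330 FPKM (SD, n = 3), Pcna had a log2 fold change of 0.28, and neither passed the test. When adjusted over the list alone, 18 of the 36 were higher and 0 lower. Of 27 genes that respond to ERK, 3 rose and 0 fell, with 7 higher and 0 lower when adjusted over the list alone. The 3 were Jun, which encodes a subunit of AP-1 and rose from 8.77 ± 0.985 FPKM (SD, n = 3) to 17.0 ± 2.55 FPKM (SD, n = 3), Dusp8, a phosphatase of MAP kinases, with a log2 fold change of 1.63 (0.98 at a pseudocount of 1 FPKM), and Btg2, an antiproliferative gene, with 0.82. The ERK targets Etv4 and Etv5 had log2 fold changes of -0.73 and -0.60 and did not pass the test.
Camera gave adjusted p = 6.04e-11 for the cell cycle genes and 0.0126 for the ERK-responsive genes, both toward higher. Each list had adjusted p = 0.584 with an estimated correlation, and without Tsc1-KO replicate 6 the ERK-responsive list had adjusted p = 0.128. Without WT replicate 1 or Tsc1-KO replicate 4, 5 or 6, limma called 0 genes of either list, and without WT replicate 3 it called 7 higher cell cycle genes, 7 higher ERK-responsive genes and 1 lower one.

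**Figure D4:**
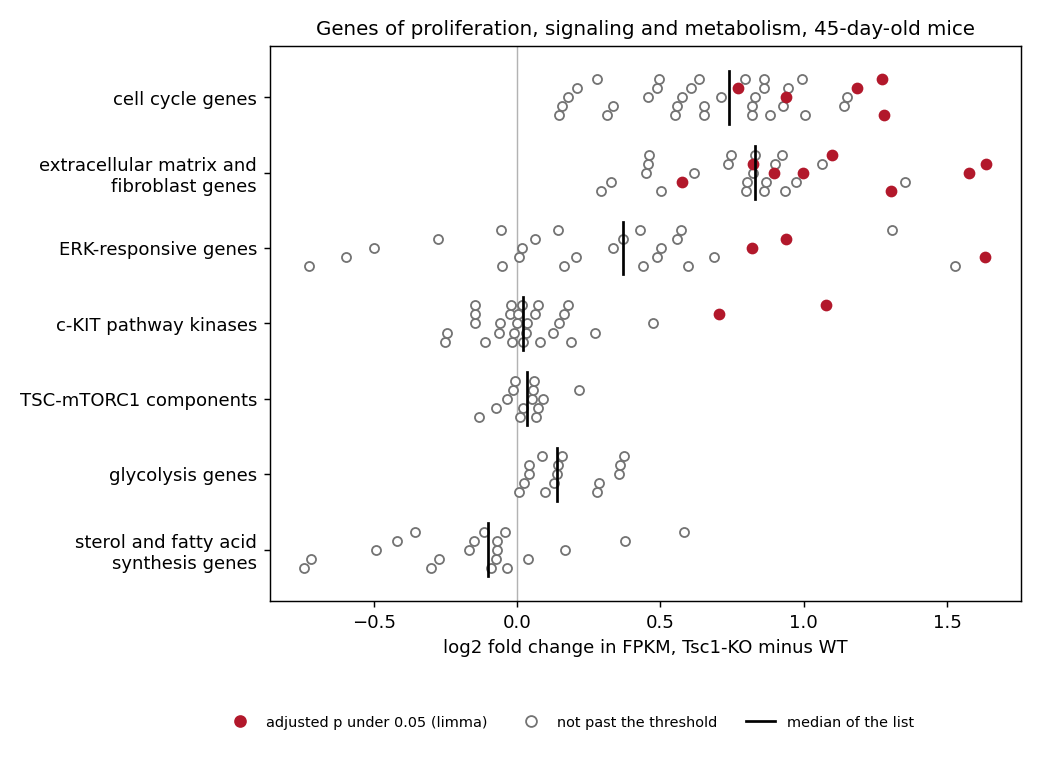
Log2 fold change in FPKM, Tsc1-KO minus WT (x axis), of each tested gene of 7 lists of proliferation, signaling and metabolism (y axis). Filled points passed an adjusted p of 0.05 in limma, open points did not, and vertical lines are list medians. All 36 cell cycle genes lie to the right of 0.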

The results of KEGG analysis of upregulated DET revealed the presence of 83 and 17 significantly enriched pathways (FDR < 0.05) in the kidneys of day 28 and day 45 animals, respectively. The KEGG enrichment pathways also included those that were associated with signal transduction, cell proliferation, and metabolism (Fig. EV1; Datasets EV6–7).

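At 45 days, all 5 genes that Dataset EV7 lists under collecting duct acid secretion rose in Tsc1-KO mice. Besides Slc4a1 and the H+-ATPase subunits Atp6v0d2, Atp6v1c2 and Atp6v1g3 they include Atp4a, the catalytic subunit of the gastric H+/K+-ATPase, which rose from 9.96 ± 0.664 FPKM (SD, n = 3) to 15.7 ± 1.72 FPKM (SD, n = 3). Of the 12 genes it lists under cell cycle, 10 were tested and 1 rose, Sfn, which encodes the 14-3-3 sigma protein and went from 3.64 ± 0.107 FPKM (SD, n = 3) to 6.61 ± 0.172 FPKM (SD, n = 3). All 10 had a positive log2 fold change and 10 passed when adjusted over the list alone. The study chose these members on the same libraries, so the counts are not independent evidence. Of the 5 acid secretion genes, in limma 2 rose without WT replicate 1, 1 without Tsc1-KO replicate 5 and 0 without Tsc1-KO replicate 6, and the 1 cell cycle member became 4 without WT replicate 2, 6 without WT replicate 3 and 0 without WT replicate 1 or Tsc1-KO replicate 5 or 6.
Other metabolic genes were listed apart from the study. Of 15 glycolysis genes and 20 sterol and fatty acid synthesis genes, limma called 0 and 0, with 4 and 2 at an unadjusted p under 0.05 and 0 and 0 in limma-voom. When adjusted over the list alone, 2 glycolysis genes were higher and 0 lower, and 0 sterol and fatty acid genes passed. The glycolysis gene with the smallest p, Hk1, a hexokinase, had a log2 fold change of 0.36, and the isoprenoid synthesis gene Fdps had 0.58. Of 19 genes of the ATF4 and amino acid response, 3 rose and 1 fell, with 9 higher and 2 lower when adjusted over the list alone. Ddit4, an inhibitor of mTORC1, rose from 10.4 ± 1.98 FPKM (SD, n = 3) to 35.8 ± 9.95 FPKM (SD, n = 3). Aldh18a1 of proline synthesis and the transcription factor gene Atf5 had log2 fold changes of 1.08 (0.64 at a pseudocount of 1 FPKM) and 0.69, and Shmt2, the mitochondrial serine hydroxymethyltransferase, fell by 0.40 on the log2 scale. Among 24 TFEB/TFE3 and lysosome genes, Hexa, a lysosomal hexosaminidase subunit, rose from 26.4 ± 1.78 FPKM (SD, n = 3) to 42.3 ± 1.84 FPKM (SD, n = 3), and 0 fell, with 5 higher and 1 lower when adjusted over the list alone.
Camera gave adjusted p = 0.0158 toward higher for glycolysis, 0.0126 toward lower for sterol and fatty acid synthesis, 0.00668 toward higher for the ATF4 list and 0.0866 for the lysosome list. Each of the 4 had adjusted p = 0.584 with an estimated correlation. Glycolysis had 0.0725 without WT replicate 1, sterol and fatty acid synthesis 0.0912 without WT replicate 2, and the lysosome list 0.0298 without Tsc1-KO replicate 5. Without WT replicate 3, 3 glycolysis genes were higher, 1 sterol and fatty acid gene was lower, and 4 lysosome genes were higher and 2 lower. Of the lysosome list 2 were higher without Tsc1-KO replicate 4, and the call of Hexa ended without WT replicate 1 (adjusted p = 0.0607 from limma), Tsc1-KO replicate 5 (0.0598) and Tsc1-KO replicate 6 (0.0614). Of the ATF4 list, in limma 1 gene was higher and 1 lower without WT replicate 2, 1 higher and 0 lower without Tsc1-KO replicate 4, 0 passed without WT replicate 1 or Tsc1-KO replicate 5 or 6, and 7 were higher and 3 lower without WT replicate 3.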

### Examination of the expression and localization of c-KIT in the kidneys of *Tsc1-KO* and WT mice

C-KIT is an RTK that is expressed by collecting duct A-ICs and is a known proto-oncogene with tumor-promoting properties in certain malignancies (Duffaud and Blay, 2003; Huo et al, 2005; Turner et al, 1992). The expression of *c-Kit* significantly increases in the kidneys of *Tsc1-KO* mice and is profoundly downregulated in *Tsc1/Fox1-*dKO mice. We compared the expression levels of *c-Kit* and *Foxi1* mRNA in the kidneys of WT, *Tsc1-KO*, *Tsc1/Foxi1-dKO*, and *Foxi1* mice. Northern blot analyses and the densitometric analysis of the results demonstrated a robust increase in *c-Kit* and *Foxi*1 expression in the kidneys of *Tsc1-KO* when compared to WT, *Tsc1/Foxi1-dKO*, and *Foxi1-KO* mice (Fig. 1B; upper and middle panels), confirming our RNA-seq data (Fig. 1A). Low magnification (20×) H&E images further confirm the presence of numerous large cysts in *Tsc1*-KO mice and a lack of cyst formation when compared to aged-matched *Tsc1/Foxi1-dKO* mice (Fig. 1C; middle and right panels, respectively).

In the kidneys of *Tsc1-KO* mice, c-KIT showed robust and widespread expression on the basolateral membrane of cystic epithelial cells, which also stained intensely for H^+^-ATPase on their apical membrane (Fig. 1D; middle upper panel). In comparison, the kidneys of WT mice displayed no cysts and fewer A-ICs that stained with c-KIT and H^+^-ATPase on the basolateral and apical aspect of their cell membrane, respectively (Fig. 1D; middle lower panel).

Next, we examined the phosphorylation and activation of c-KIT in the kidneys of *Tsc1-KO* mice compared to WT mice. Our western blot analyses (Fig. 1E) indicate that the levels of total c-KIT are much lower in WT compared to *Tsc1*-*KO* mice (Fig. 1E). In addition, our results indicate that the levels of phosphorylated c-KIT, which is its active form, are significantly increased in the kidneys of *Tsc1-KO* compared to WT mice (Fig. 1E). The significance of this finding is that the expression and activity of c-KIT increases during TSC renal cystogenesis. This increase is the result of augmented c-KIT levels and activity in the proliferating A-ICs in the renal cyst epithelium. To verify the activation of mTORC1, we examined the phosphorylation status of ribosomal S6 protein (S6) in the kidneys of WT and *Tsc1-KO* mice. Western blot analysis confirmed increased phosphorylated-S6 (p-S6) levels in the kidneys of *Tsc1*-*KO* compared to WT mice (Fig. 1F) illustrating the stimulation of mTORC1.

### c-KIT and FOXI1 expression in kidneys of ^*ECE/+*^*Tsc1-KO* and *Tsc2*^+/−^ mice

To exclude any possible developmental anomalies due to early ablation of *Tsc1*, we generated inducible *Tsc1* knockout (^*ECE/+*^*Tsc1-KO*) mice where the expression of cre-recombinase and the ablation of *Tsc1* in AQP2-expressing cells of the kidney can be induced by tamoxifen (Chen et al, 2018). The tamoxifen-induced ^*ECE/+*^*Tsc1-KO* mice were examined for the development of cysts. Analysis of the time course of renal cyst development in ^*ECE/+*^*Tsc1-KO* mice shows that at 30 days post-tamoxifen injection demonstrates the absence of detectable renal cysts. Small and moderately sized cysts were present at 75 and 140 days after the last injection of tamoxifen, respectively, and at 230 days post-induction, mouse kidneys showed numerous large cortical cysts (Fig. 2A; 20× magnification). Northern blot analysis of kidney RNA from WT and ^*ECE/+*^*Tsc1-KO* mice shows a strong induction of *c-Kit* mRNA at 230 days (Fig. 2B), which was absent in WT and at 30 days post-tamoxifen injection in ^*ECE/+*^*Tsc1-KO* mice. The *c-Kit* mRNA levels correlated with the robust expression of *Foxi1* mRNA (Fig. 2B).

**Figure 2:**
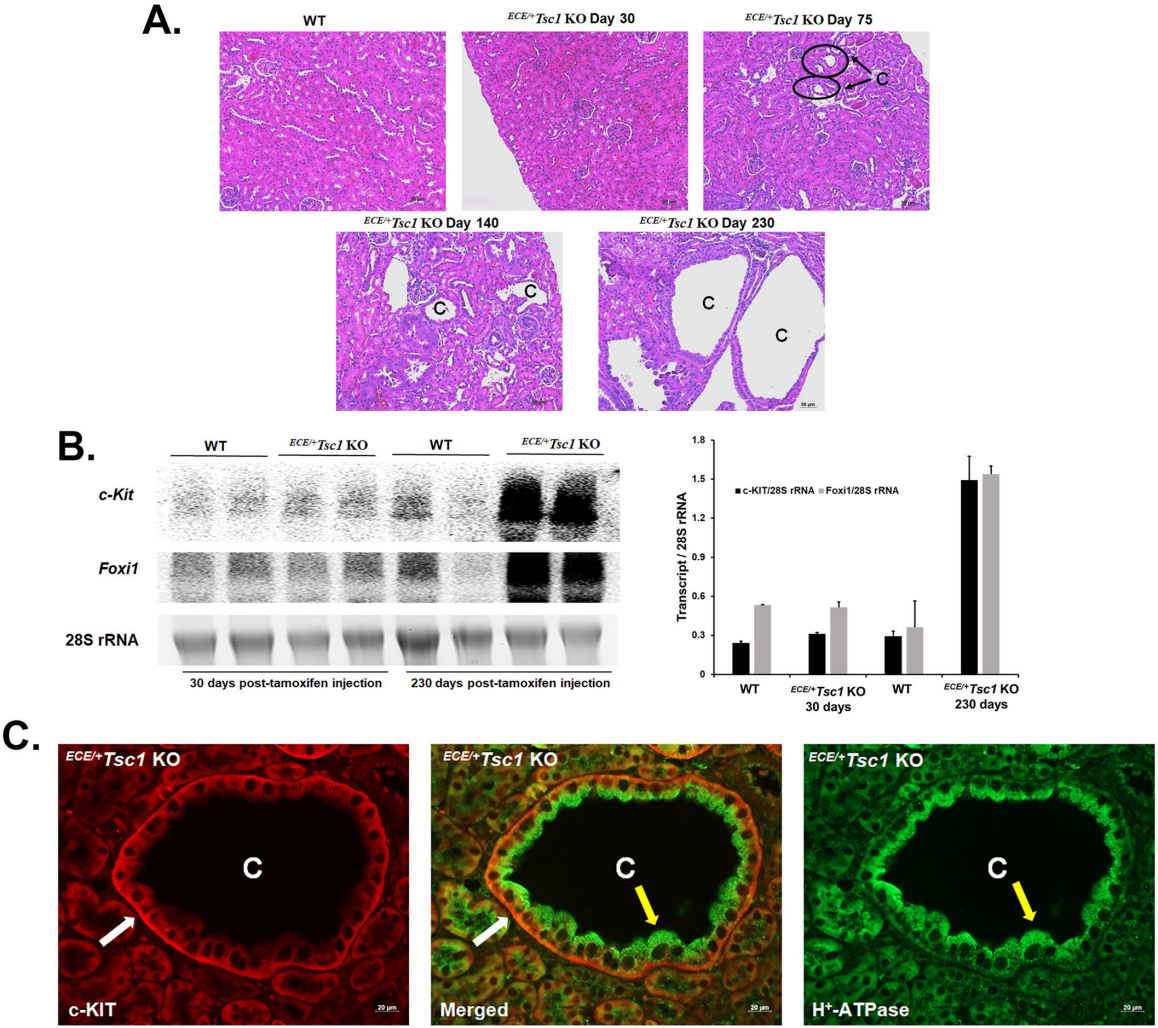
Cystogenesis progression and c-KIT and FOXI1 expression in ^*ECE/+*^*Tsc1* KO mice. (**A**) H&E images (20×) of tamoxifen-induced cysts in the kidneys of ^*ECE/+*^*Tsc1* KO mice taken at day 30, 75, 140, and 230. Few to no cysts were present in Day 30. Small cysts start to develop by day 75 (circled) and progress to very large cysts by day 230. (**B**) Northern blot images and Image J analysis results comparing the expression of *c-Kit* (top panel) and *Foxi1* (middle panel) in ^*ECE/+*^*Tsc1*-KO at 30 and 230 days (*n* = 2/group/timepoint) after the completion of tamoxifen treatment vs. WT mice. Results are presented as average ± SD. (**C**) Immunofluorescence microscopic images showing the co-localization of c-KIT (red; left panel) and H^+^-ATPase (green; right panel) in the kidneys of WT and ^*ECE/+*^*Tsc1* KO mice. The middle panel depicts a merged image of c-KIT and H^+^-ATPase localization. White arrows point to basolateral c-KIT expression, while yellow arrows indicate apical H^+^-ATPase localization. “C” represents a cyst. Scale bar equals 50 μm (**B**) and 20 μm (**C**). Source data are available online for this figure.

Immunofluorescence labeling of the kidneys of ^*ECE/+*^*Tsc1-KO* mice with c-KIT and H^+^-ATPase antibodies showed almost universal expression of c-KIT on the basolateral membrane (Fig. 2C; left panel) and H^+^-ATPase on the apical membrane of cells lining the cysts (Fig. 2C; right panel). The merged image (Fig. 2C; middle panel) clearly demonstrated the co-localization of c-KIT and H^+^-ATPase in the same epithelial cells lining the cysts. Double immunofluorescence labeling with H^+^-ATPase and AQP-2 antibodies in ^*ECE/+*^*Tsc1-KO* mice is shown in Fig. EV2 and demonstrates an almost universal labeling of H^+^-ATPase on the apical membrane of cells lining the cysts (Fig. EV2; right upper panel) with no detectable expression of AQP-2 adjacent to any H^+^-ATPase-expressing cells in cyst epithelia (Fig. EV2; left upper panel). The expression and localization of H^+^-ATPase and AQP2 in WT mice are shown for comparison (Fig. EV2; lower panels). These results along with the double immunofluorescence labeling with c-KIT and H^+^-ATPase antibodies (Fig. 2C) indicate that cells lining the cysts in the kidneys of ^*ECE/+*^*Tsc1-KO* are almost entirely composed of A-ICs that express high levels of c-KIT on their basolateral membrane.

*Tsc2*^+/−^ *mice* exhibit slow development of renal lesions and cyst growth (Onda et al, 1999). Histological examination of the kidneys of *Tsc2*^+/−^ *mice* shows the development of cysts by 10 months and the presence of severe lesions and large cysts by 15 months of age (Fig. 3A). Examination of the expression of *c-Kit* in the kidneys of *Tsc2*^+/−^ mice, indicate a significant enhancement in *c-Kit* mRNA expression in 15-month-old, but not in 6-month-old *Tsc2*^+/−^ mice (Fig. 3B). The onset of *c-Kit* expression illustrates a remarkable correlation with the induction of *Foxi1* in *Tsc2*^+/−^ mice (Fig. 3B). The localization of c-KIT in the kidneys of *Tsc2*^+/−^ demonstrates an almost uniform distribution on the basolateral membrane of cells lining the cysts (Fig. 3C; left panel). The expression of H^+^-ATPase on the apical membrane of the same cells confirms their identity as A-ICs (Fig. 3C; right panel).

**Figure 3:**
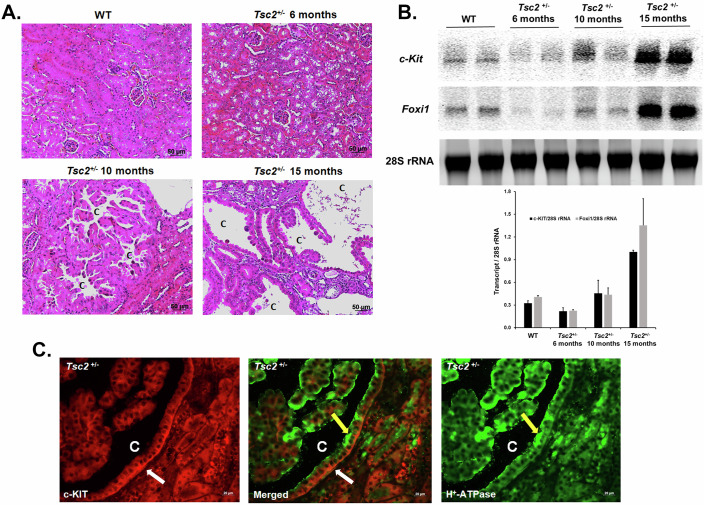
Renal cystogenesis and c-KIT and FOXI1 expression in *Tsc2*^*+/−*^ mice. The timeline of c-KIT expression and cystogenesis in the kidneys of *Tsc2*^*+/−*^ mice was examined. (**A**) H&E images (20×) of the kidneys of WT and *Tsc2*^*+/−*^ mice taken 6, 10, and 15 months of age. (**B**) Northern blot images and corresponding Image J analysis results comparing the expression of *c-Kit* (top panel) and *Foxi1* (middle panel) in the kidneys of *Tsc2*^*+/−*^ mice at 6, 10, and 15 months of age (*n* = 2/group/timepoint). Results are presented as average ± SD. (**C**) Representative immunofluorescence microscopic images showing the co-localization of c-KIT (red; left panel) and H^+^-ATPase (green; right panel) in the kidneys of WT and *Tsc2*^*+/−*^ mice. The middle panel depicts a merged image of c-KIT and H^+^-ATPase localization. White arrow points to basolateral c-KIT expression and the yellow arrow indicates the apical localization H^+^-ATPase. “C” represents a cyst. Scale bar equals 50 μm (**B**) and 20 μm (**C**). Source data are available online for this figure.

Next, we investigated the expression of *c-Kit* mRNA in the kidneys of *Pkd1*KO mice. Unlike TSC mouse models whose cysts are comprised of A-ICs, the kidney cysts of *Pkd1*KO mice are primarily composed of principal cells (Barone et al, 2021). *Pkd1*KO mice did not demonstrate any enhancements in the expression of *c-Kit* or *Foxi1* (Fig. EV3), indicating the presence of different cystogenic mechanisms in TSC vs. ADPKD.

### Transcription factor FOXI1 enhances the expression of *c-Kit* in M-1 cells

RNA-seq results comparing the kidneys of *Tsc1-KO* vs. *Tsc1/Foxi1*- *dKO* mice (Datasets EV1–4) suggest that the expression of *c-Kit* is regulated by FOXI1. To determine the role of FOXI1 in the transcriptional upregulation of *c-Kit*, M-1 mouse cortical collecting duct cells were transiently transfected with the *Foxi1* expression vector (Kui et al, 2023). The comparison of control to *Foxi1*-expressing cells revealed that the expression of *c-Kit* mRNA is significantly elevated in M-1 cells expressing *Foxi1*, but not in control M-1 cells (Fig. 4A). Next, we examined the effect of increased expression of FOXI1 and c-KIT on the growth of M-1 cells. Cells stably transfected with *Foxi1* or *c-Kit* expression vectors express elevated levels of these transcripts (Fig. EV4). Utilizing Crystal Violet cell enumeration assay to quantify the number of viable cells (Chiba et al, 1998; Feoktistova et al, 2016). Our results (Fig. 4B) indicate that the expression of FOXI1 and c-KIT led to increased proliferation of M-1 cells. The comparison of *Foxi1*, *c-Kit*, and control (empty vector) transfected cells revealed that the phosphorylation of ERK1/2 and RSK1 are enhanced, while AKT phosphorylation remains constant (Fig. 4C). Staining of kidney sections for c-KIT (Fig. 4D; left panel) and Proliferating Cell Nuclear Antigen (PCNA) (Fig. 4D; right panel) showed remarkable co-localization of these molecules in the same cells lining the cysts in the kidneys of *Tsc1-KO* mice (Fig. 4D; merged image middle panel). The results presented here, along with our previous observations in other TSC models, show the co-expression of PCNA and H^+^-ATPase in cells lining the cysts (Barone et al, 2021; Bissler et al, 2019b). These results indicate that c-KIT is widely expressed in actively proliferating A-ICs that comprise the cyst epithelium.

**Figure 4:**
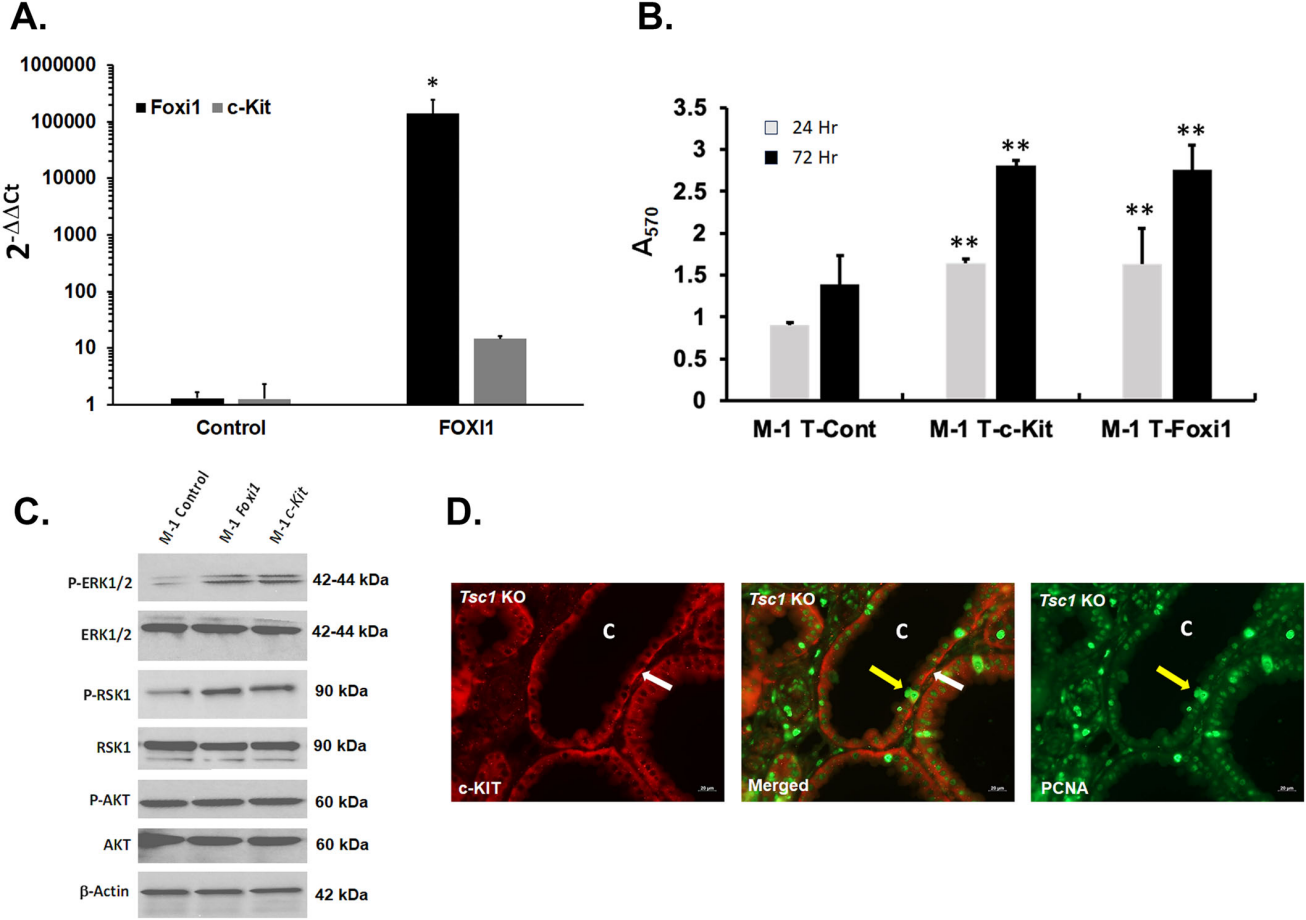
Increased expression of FOXI1 and c-KIT enhances the proliferation of mouse M-1 cells. (**A**) M-1 cells transfected with *Foxi1* expression vector have significantly elevated levels of *c-Kit* transcript. The data represent the results of 3 independent transfection studies (*Foxi1* expression in Control vs *Foxi1* transfected M-1 cells using a one-tailed t-test analysis *p* = 0.043411; *p < 0.04. c-Kit expression in *Foxi1* vs Control transfected M-1 cells using a two-tailed t-test analysis *p* = 0.000326; **p < 0.0003). Results are presented as average ± SD. (**B**) Overexpression of Foxi1 and c-Kit (Fig. EV4) lead to increased cell proliferation (the data represent the results of 2 independent experiments (*n* = 3/cell line/timepoint/experiment) (Control vs *c-Kit* *p* = 0.00290213; Control vs Foxi1 *p* = 0.00436692; *p < 0.01). Results are presented as average ± SD. (**C**) Enhanced activation/phosphorylation of ERK1/2 and RSK1 kinases. (**D**) Cells lining the cystic epithelium co-express c-KIT (red staining indicated by white arrow) and PCNA (green staining indicated by yellow arrow). “C” represents cysts. Scale bar equals 20 μm. Source data are available online for this figure.

### Expression of c-KIT in the kidneys of TSC patients

The expression of c-KIT in the cystic epithelium of biopsy samples from TSC patients was examined by immunofluorescence microscopy (Fig. EV5). Our results indicate that c-KIT expression is increased and localizes to the basolateral membrane of cells that express H^+^-ATPase on their apical membrane (Fig. EV5; left and right panels, respectively). These results confirm that the enhanced expression of c-KIT is also observed in the A-ICs that predominate the renal cystic epithelium of individuals with TSC.

### Ablation of the *c-Kit* gene blocks kidney cystogenesis in *Tsc1-KO* mice

To determine the role of c-KIT in TSC cystogenesis, *Tsc1/c-Kit* double-knockout (*Tsc1/c-Kit-dKO*) mice were generated. The development of renal cysts was compared in *Tsc1-KO* and age-matched *Tsc1/c-Kit-dKO* mice. The *Tsc1-KO* mice exhibited a substantial renal cyst burden by postnatal day 45; in comparison, renal cysts are undetectable in age-matched *Tsc1/c-Kit-dKO* mice (Fig. 5A,B). Long-term follow-up of up to 90 days confirms the continued lack of kidney cysts in *Tsc1/c-Kit-dKO* mice (Fig. 5A,B). The ablation of the *c-Kit* gene was confirmed by northern blot analysis of kidney RNA samples (Fig. 5C). Our results clearly demonstrate the absence of *c-Kit* transcript (Fig. 5C) in the kidneys of *Tsc1/c-Kit-dKO* and *c-Kit KO* mice. To determine the activation status of mTORC1 in the kidneys of *Tsc1-KO* vs *Tsc1/c-Kit-dKO*, we examined the phosphorylation of ribosomal S6 protein (p-S6) by immunohistochemistry and western blot analysis. While *Tsc1-KO* mice showed significantly elevated levels of phospho-S6 (western blot analysis) that was localized in the cystic epithelium (immunohistochemistry), Tsc1/*c-Kit-dKO* mice had a noticeable reduction in both cyst formation (Fig. 5A,B) and mTORC1 activation (Fig. 5D,E). These results point to the critical role of c-KIT in TSC renal cystogenesis.

**Figure 5:**
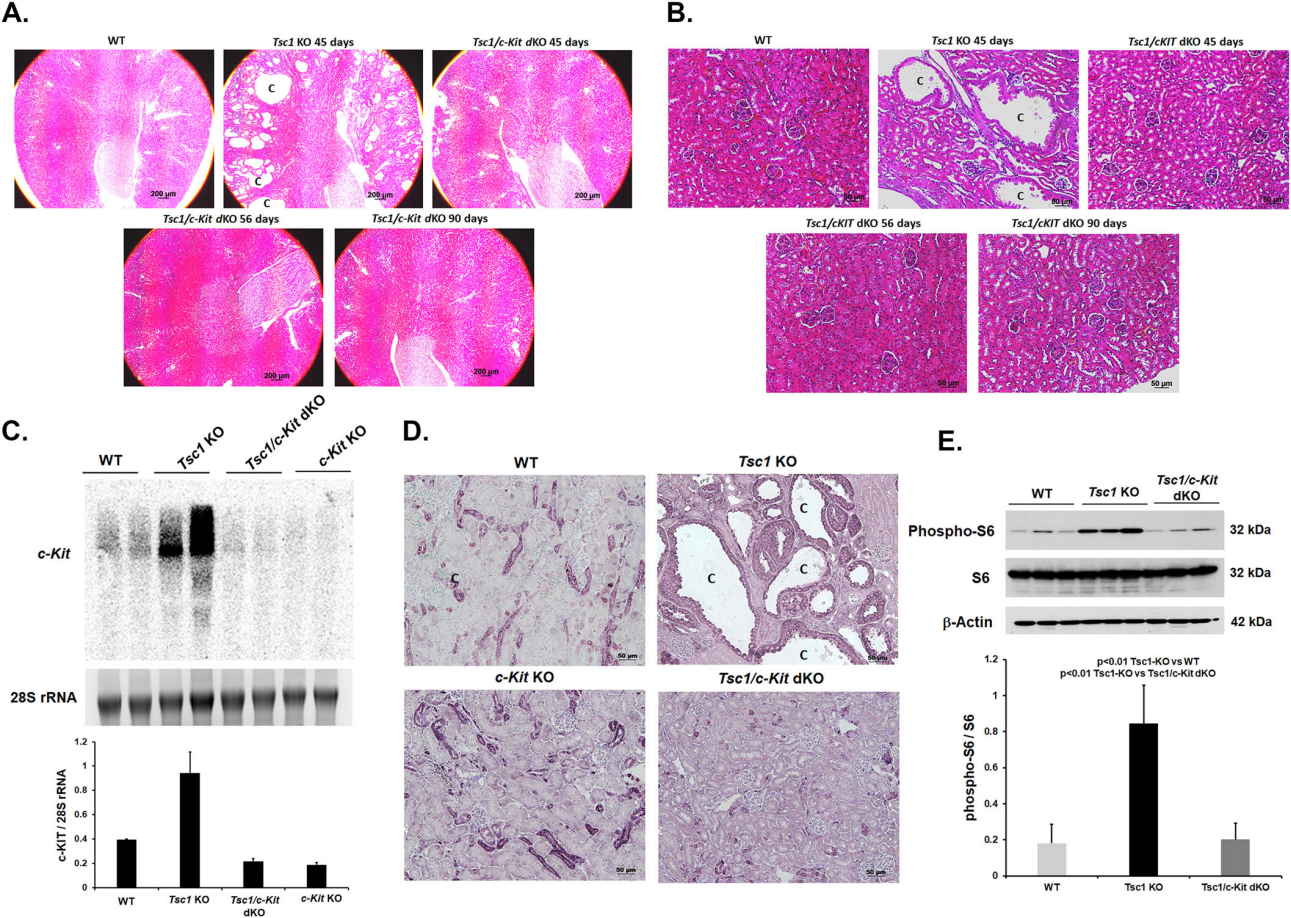
Simultaneous knockout of Tsc1 and c-Kit abolishes the renal cystogenesis. Comparison of renal cystogenesis in* Tsc1-KO* and *Tsc1/c-Kit-*dKO mice. (**A**,** B**) Representative low (4×) and high (20×) magnification H&E images of the kidneys of WT and age-matched *Tsc1-KO* and *Tsc1/c-Kit-dKO* mice indicate that the ablation of *c-Kit* gene in *Tsc1-KO* mice abrogates kidney cytogenesis. (**C**) Northern blot images and corresponding Image J analysis results examining the expression of *c-Kit* in the kidneys of WT, *Tsc1-KO*, *Tsc1/c-Kit-dKO*, and *c-Kit*-*KO* (mice (*n* = 2 for each strain). Results are presented as average ± SD. (**D**) Immunohistochemical staining determination of the phosphorylation of ribosomal S6 protein (p-S6) to examine the activation of mTORC1. Intense staining of p-S6 is present in cystic epithelium of *Tsc1-KO* mice (upper right panel) and significantly reduced in the kidneys of WT, *Tsc1/c-Kit-dKO*, and *c-Kit-KO* mice. Scale bar equals 200 μm (**A**), 50 μm (**B**), and 20 μm (**C**). (**E**) Western blot analysis depicting that the phosphorylation of S6 is significantly higher in the kidneys of *Tsc1-KO* compared to WT and *Tsc1/c-Kit-dKO* mice (*n* = 3/group). T-test analysis of Image J results indicates that the phosphorylation of S6 is significantly elevated in the kidneys of *Tsc1*-*KO* mice compared to WT (*p* = 0.008413) and *Tsc1/c-Kit-dKO* (*p* = 0.008517) mice. Results are presented as average ± SD. Source data are available online for this figure.

### Renal cystogenesis in *Tsc1-KO* mice is associated with enhanced c-KIT signaling and TSC2 inactivation

The RTK, c-KIT, is activated in the kidneys of *Tsc1-KO* mice (Fig. 1E) and enrichment analyses (Fig. EV1 and Datasets EV4–7) indicate that the MAPK and PI3K/AKT signaling pathways are highly enriched in the kidneys of *Tsc1-KO* compared to WT mice. 

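Of the 21 genes that Dataset EV7 lists under PI3K-Akt signaling at 45 days, 12 rose in Tsc1-KO mice and 0 fell. Of these 12, 5 encode collagen chains. The basement membrane gene Col4a1 was at 42.0 ± 5.16 FPKM (SD, n = 3) in WT mice and 78.5 ± 11.1 FPKM (SD, n = 3) in Tsc1-KO mice, and Col4a5 had a log2 fold change of 0.59. The secreted phosphoprotein gene Spp1 rose from 362 ± 24.7 FPKM (SD, n = 3) to 659.6 ± 92.6 FPKM (SD, n = 3). Of the 18 genes listed under MAPK signaling, 17 were tested, 6 rose and 0 fell. They include Mknk2, a kinase that ERK activates, which rose from 49.3 ± 2.99 FPKM (SD, n = 3) to 74.9 ± 6.32 FPKM (SD, n = 3). When adjusted over the list alone, 21 and 17 genes of these 2 lists passed, all of them higher. The study chose both lists on the same libraries, so these counts are not independent evidence.
Of 30 kinases and partners of c-KIT, listed from textbook knowledge, c-Kit and Pik3r3 rose and 0 fell, with the same counts when adjusted over the list alone. Of these 30, in limma 3 were higher and 2 lower without WT replicate 3, 1 was higher without WT replicate 2, 2 without Tsc1-KO replicate 4, 1 without the variance trend, and 0 passed without WT replicate 1 or Tsc1-KO replicate 5 or 6. Pik3r3, a regulatory subunit of PI3K, rose from 5.43 ± 0.0898 FPKM (SD, n = 3) to 8.97 ± 1.29 FPKM (SD, n = 3). Of 14 components of the TSC complex and mTORC1, limma called 0, with 0 at an unadjusted p under 0.05, 0 in limma-voom and 0 when adjusted over the list alone. Their median log2 fold change was 0.04 and their mean 0.03, while camera placed the list toward lower, with adjusted p = 0.921. Of 29 extracellular matrix and fibroblast genes, 8 rose and 0 fell, and 23 were higher and 0 lower when adjusted over the list alone. The elastin gene Eln rose from 2.76 ± 0.0807 FPKM (SD, n = 3) to 8.50 ± 1.38 FPKM (SD, n = 3), and the fibrillar collagen gene Col3a1 from 7.43 ± 0.696 FPKM (SD, n = 3) to 23.9 ± 6.37 FPKM (SD, n = 3). Camera gave adjusted p = 4.53e-14 for the matrix list, 0.584 with an estimated correlation, and 0.921 for the c-KIT pathway list. Of the matrix genes, in limma 1 rose without WT replicate 1, 1 without Tsc1-KO replicate 4, 5 without Tsc1-KO replicate 5 and 0 without Tsc1-KO replicate 6, and 4 without the variance trend.
The counts of 12 and 6 fell when any 1 library except WT replicate 3 was left out. Such runs also hold fewer libraries, and the cause was not tested further. In limma 0 and 0 members passed without WT replicate 1 and 0 and 0 without Tsc1-KO replicate 6, where limma-voom called 1 and 2, 2 and 0 passed without Tsc1-KO replicate 5, 6 and 1 without Tsc1-KO replicate 4, 6 and 4 without WT replicate 2, and 16 and 13 without WT replicate 3. From the activation of c-KIT and the enrichment of these pathways, which it describes as used by receptor tyrosine kinases including c-KIT, the paper goes on to ask whether they are activated in Tsc1-KO kidneys and compares the phosphorylation of ERK1/2, RSK1 and AKT.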

The RAS-MAPK and PI3K/AKT signaling pathways are utilized by RTKs, including c-KIT (Carlino et al, 2014; Regad, 2015). These signaling pathways through phosphorylation and inactivation of TSC2 are important in the regulation of the TSC/RHEB/mTORC1 axis and cell proliferation (Ma et al, 2005; Wandzioch et al, 2004). To determine if these signaling pathways are activated in the kidneys of *Tsc1-KO* mice, we compared the phosphorylation status of ERK1/2, RSK1, and AKT in the kidneys of WT mice to 28- and 45-day-old *Tsc1-KO* mice. Our results indicate that the phosphorylation of ERK1/2, RSK1, and AKT are enhanced in the kidneys of *Tsc1-KO* compared to WT mice as early as 28 days of age and remain elevated till the time of euthanasia at 45 days of age (Fig. 6A). Immunohistochemical and western blot analysis of *Tsc1-KO* kidneys indicates that the activated kinases primarily localize to the cystic epithelium (Fig. 6B), and that p-S6 levels are elevated in in both 28 and 45 days (Fig. 1F).

**Figure 6:**
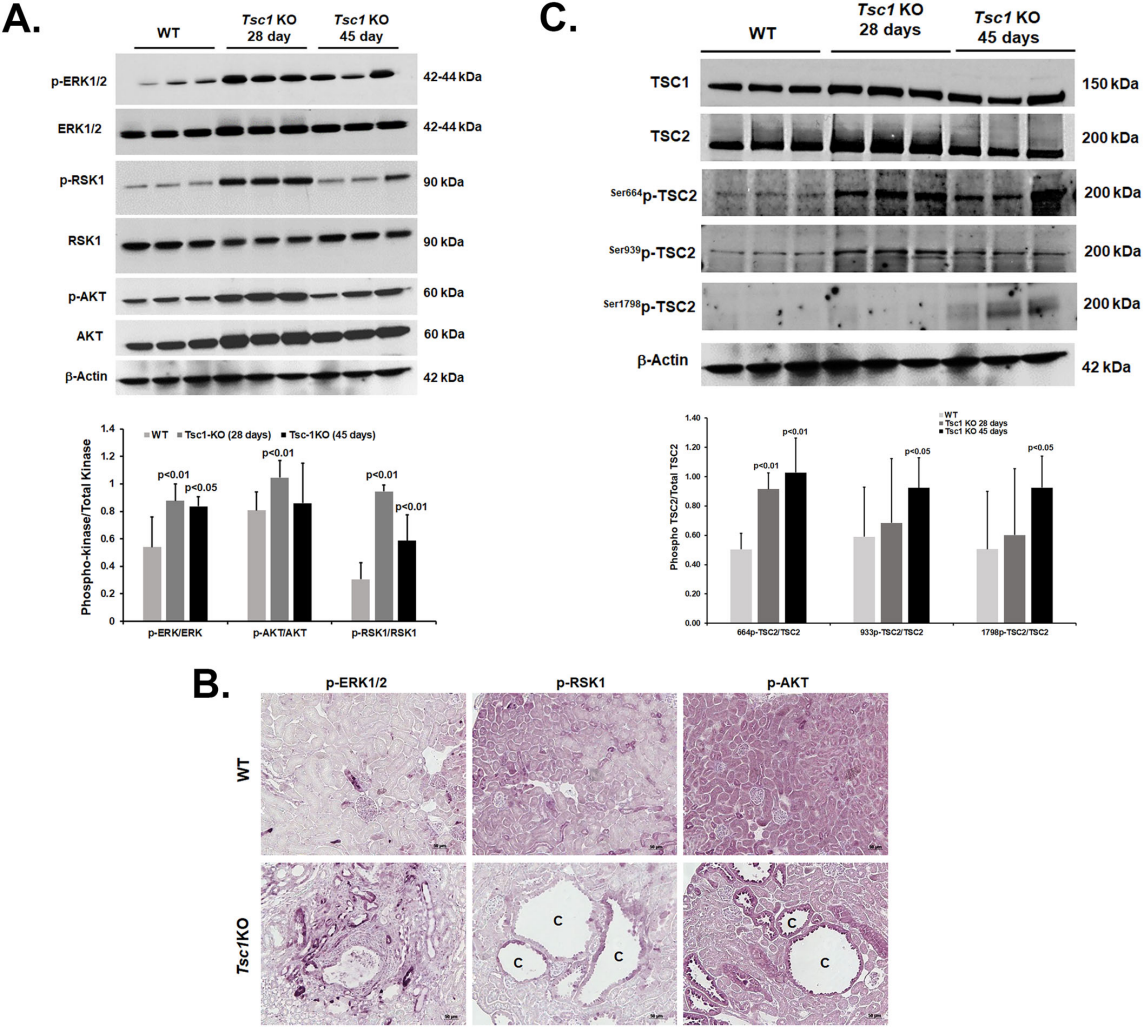
RAS-MAPK signaling and TSC2 phosphorylation and inactivation in the kidneys of *Tsc1-*KO mice. RAS-MAPK signaling and TSC2 phosphorylation/inactivation were examined in the kidneys of WT and *Tsc1*-*KO* mice. (**A**) Phosphorylation of ERK1/2, RSK1, and AKT were compared in WT and 28- and 45-day-old *Tsc1*-*KO* mice (*n* = 6/group). Image J analysis of the results (histogram) indicates that the phosphorylation of all three kinases is significantly elevated in day 28 kidneys of *Tsc1-KO* compared to WT mice (pERK1/2/ERK1/2, *p* = 0.009406302; pAKT/AKT, *p* = 0.007124116; and pRSK1/RSK1, *p* = 0.0003883); while in day 45 samples only the phosphorylation of ERK1/2 and RSK1 are significantly higher in the kidneys of *Tsc1*-*KO* than that of WT mice (pERK1/2/ERK1/2, *p* = 0.016311363; and pRSK1/RSK1, *p* = 0.00644616). Results are presented as average ± SD. (**B**) Immunohistochemical labeling of p-ERK1/2, p-RSK1, and p-AKT in 45-day-old WT and *Tsc1-KO* mice. An increase in labeling can be seen within the cyst epithelium for all three phosphorylated kinases. “C” represents cysts. Scale bar equals 20 μm. (**C**) Phosphorylation of TSC2 by ERK1/2, AKT and RSK1 leads to its inactivation and allows unregulated mTORC1 driven cell proliferation (see the results in Fig. 1F). Phosphorylation of TSC2 on Serine residues 664, 939, and 1798 was compared in WT and *Tsc1*-*KO* mice. Image J analysis of the results (histogram) indicates that the phosphorylation raito of ^664Ser^p-TSC2/TSC2 is significantly (*p* = 1.78005 × 10^−5^) elevated in the kidneys of *Tsc1-KO* (*n* = 6) compared to WT (*n* = 8) mice at 28 days. Image J analysis of TSC2 on day 45 indicates that all 3 sites are significantly more phosphorylated (*n* = 8; ^664Ser^p-TSC2, *p* = 5.8533 × 10^−5^; ^939Ser^p-TSC2, *p* = 0.032170819; and ^1798Ser^p-TSC2, *p* = 0.0197) in *Tsc1-KO* (*n* = 8) compared to WT (*n* = 8) mice. Results are presented as average ± SD. Source data are available online for this figure.

Next, we examined whether TSC2, which is phosphorylated and inactivated by ERK1/2, AKT, and ERK1/2-regulated ribosomal p90 RSK1 (RSK1), is differentially phosphorylated in the kidneys of *Tsc1-KO* mice. The expression of TSC1 and TSC2 were constant and remained at similar levels in the kidneys of WT and *Tsc1-KO* mice (Fig. 6C). Comparing the phosphorylation status of TSC2 revealed that its phosphorylation on serine residues 664 (the ERK1/2 target), 939 (the AKT target), and 1798 (the RSK1 target) increase during cystogenesis (Fig. 6C). Immunofluorescence microscopic examination of ^S1798^p-TSC2 revealed localization to the cystic epithelium where its staining is enhanced as the animals age and cyst formation progresses (Fig. EV6).

To ascertain whether the lack of cysts in the kidneys of *Tsc1/c-Kit-dKO* mice is due to the absence of c-KIT signals that phosphorylate and inactivate TSC2, we examined the activation of ERK1/2, RSK, and AKT kinases and the phosphorylation status of TSC2 in WT, *Tsc1-KO*, and *Tsc1/c-Kit-dKO* mice. Our results indicate that the phosphorylation of all three kinases was enhanced in the cystic kidneys of *Tsc1-KO* mice. In comparison, the extent of phosphorylation of ERK1/2, RSK1, and AKT in the kidneys of *Tsc1/c-Kit-dKO* mice were significantly lower than *Tsc1-KO* and comparable with that of WT mice (Fig. 7A). Immunohistochemical analysis also revealed that the levels of phosphorylated ERK1/2, RSK1, and AKT were reduced in the kidneys of WT and *Tsc1/c-Kit-dKO* mice compared to their *Tsc1-KO* counterparts (Fig. 7B).

**Figure 7:**
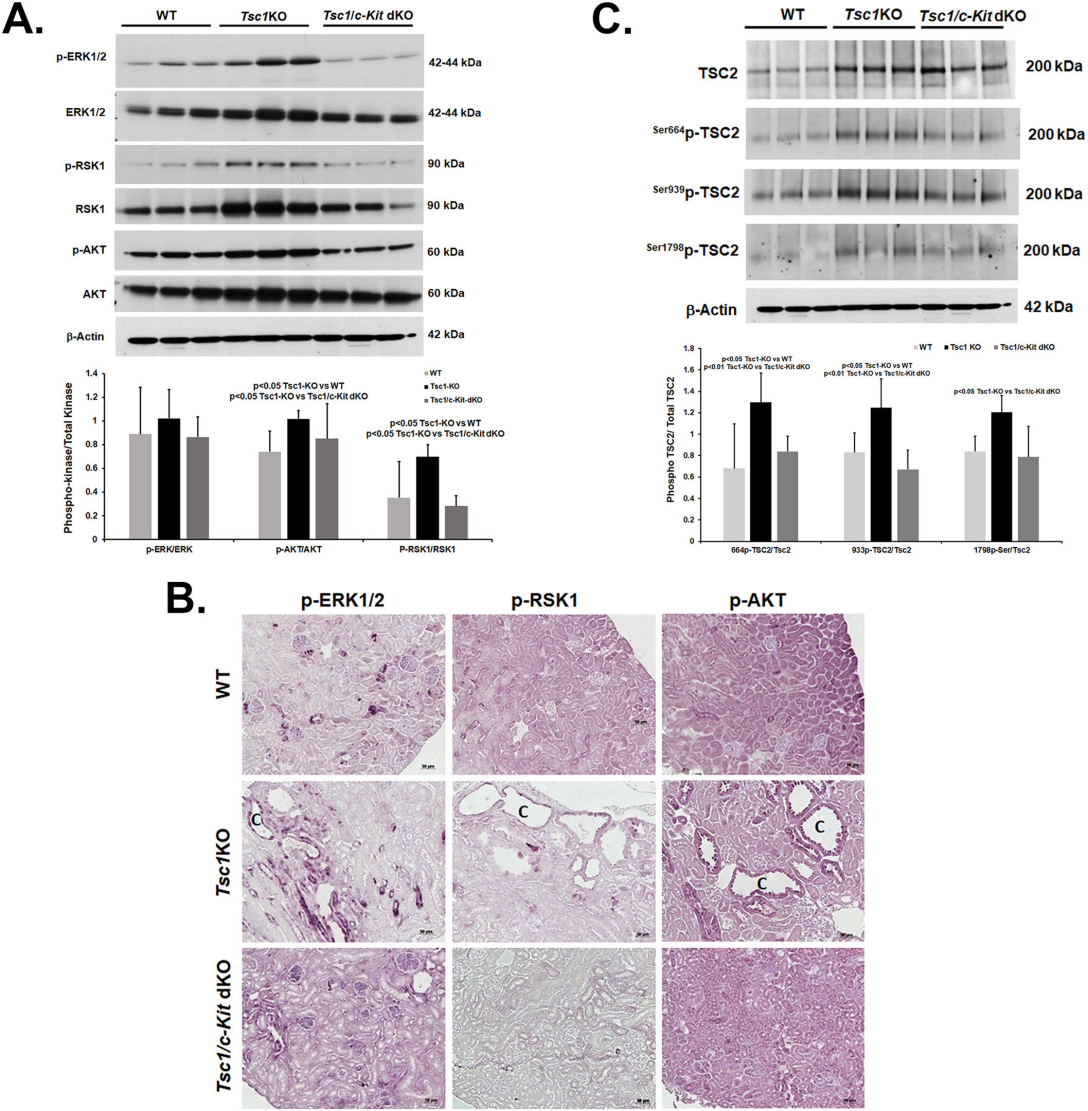
Activation of ERK1/2, RSK1, and AKT signaling in time matched WT, *Tsc*1KO and *Tsc1/c-Kit* dKO mice. (**A**) Levels of phosphorylated and total ERK1/2, RSK1 and AKT were compared in WT (*n* = 6), *Tsc1-KO* (*n* = 6), and *Tsc1/c-Kit-dKO* (*n* = 6) mice. Image J analysis of phosphorylated to total activated kinases indicates that the *Tsc1-*KO mice have significantly elevated levels of AKT (*p* = 0.010332); and RSK1 (*p* = 0.00378008) compared to *Tsc1/c-Kit*-*dKO* mice; while comparing the phosphorylated to total activated kinase levels in *Tsc1*-*KO* and WT mice denotes significant changes in AKT (*p* = 0.024352) and RSK1 (*p* = 0.006182228) content. Results are presented as average ± SD. (**B**) Immunohistochemical labeling of p-ERK1/2, p-RSK1, and p-AKT in WT, *Tsc1-KO*, and *Tsc1/c-Kit-dKO* mice. “C” represents a cyst. Scale bar equals 20 μm. (**C**) Comparison of the renal content of phosphorylated TSC2 in WT (*n* = 6), *Tsc1-KO* (*n* = 6), and *Tsc1/c-Kit-*dKO (*n* = 6) mice was conducted by western blot followed by Image J analysis. Quantitative analysis of the results indicates that the* Tsc1-KO* mice have significantly elevated levels of ^644Ser^p-TSC2 (*p* = 0.004555628), ^939Ser^p-TSC2 (*p* = 0.001481909), and ^1798Ser^p-TSC2 (*p* = 0.010024844) compared to *Tsc1/c-Kit*-*dKO* mice; while comparing the phosphorylated to total activated TSC1 levels in *Tsc1*-*KO* and WT mice indicates significant changes in ^644Ser^p-TSC2 (*p* = 0.012737439) and ^939Ser^p-TSC2 (*p* = 0.010559358) content. All statistics of Image J results were conducted using T-test analysis. Results are presented as average ± SD. Source data are available online for this figure.

Comparison of TSC2 phosphorylation in the kidneys of WT, *Tsc1-KO*, and *Tsc1/c-Kit-dKO* mice (Fig. 7C) revealed that while TSC2 remained constant in WT, *Tsc1-KO*, and *Tsc1/c-Kit-dKO* mice, the levels of Ser664-, Ser939-, and Ser1798-phosphorylated TSC2 were elevated in the kidneys of *Tsc1-KO* mice compared to WT mice, whereas the phosphorylation of the same serine residues on TSC2 was reduced in the kidneys of *Tsc1/c-Kit-dKO* mice.

### The c-Kit inhibitor, Imatinib Mesylate, robustly downregulates kidney cystogenesis in *Tsc1-KO* mice

Imatinib Mesylate, a broad range inhibitor of RTKs (e.g., c-KIT and PDGFR), is used for the treatment of c-KIT-positive gastrointestinal stromal tumors, metastatic melanomas, and chromophobe renal cell carcinomas (Kim et al, 2014; Siehl and Thiel, 2007; Wei et al, 2019). We tested the effect of Imatinib Mesylate administration on renal cyst burden in *Tsc1-KO* mice. Starting at postnatal day 25, animals were treated with vehicle or Imatinib Mesylate (400 mg/kg via oral gavage) for 20 days. *Tsc1-KO* mice treated with Imatinib Mesylate displayed significantly reduced cyst burdens compared to their vehicle-treated counterparts (Fig. 8A,B). The reduction in cyst size and burden was associated with a decrease in mTORC1 activity as determined by immunohistochemical staining (Fig. 8C) and western blot analysis for p-S6 (Fig. 8D). In these studies, the Imatinib Mesylate-treated *Tsc1-KO* animals showed a reduction in the renal p-S6 levels compared to vehicle-treated *Tsc1-KO* animals (Fig. 8C,D). The kidney weights in experimental groups are shown in Fig. 8E.

**Figure 8:**
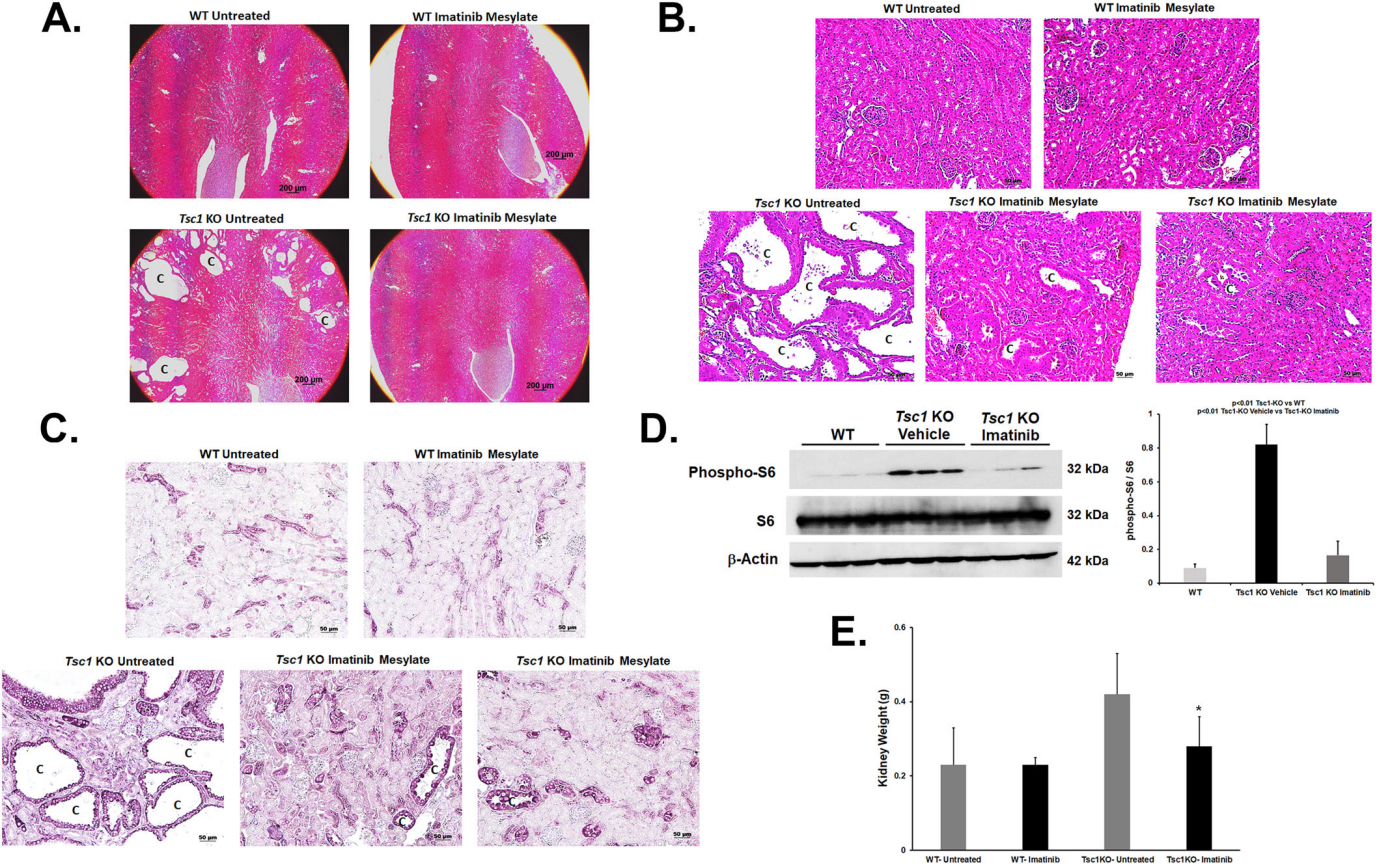
Treatment with Imatinib Mesylate reduces the renal cyst burden in *Tsc1-KO* mice. Histology, mTORC1 activation, and kidney weights in *Tsc1-KO* mice and WT mice treated with Imatinib Mesylate were compared. (**A**,** B**) Low (4×) and high (20×) magnification H&E images of Imatinib Mesylate-treated and untreated *Tsc1*KO and WT mice. Treatment with Imatinib Mesylate decreased the number and size of cysts in *Tsc1-KO* mice. (**C**) Immunohistochemical staining of kidney sections for phosphorylated S6 comparing Imatinib-treated and untreated *Tsc1-KO* and WT mice demonstrate a decrease in mTORC1 activity in *Tsc1-KO* mice treated with Imatinib Mesylate. “C” represents cysts. Scale bar equals 200 μm (**A**), 50 μm (**B**), and 20 μm (**C**). (**D**) Examination of phospho-S6 levels point to significant reduction in the ratio of phospho-S6 to total-S6 in the kidneys of Imatinib-treated *Tsc1-KO* (*n* = 3) compared to vehicle-treated *Tsc1-KO* mice (*n* = 3; *p* = 0.0015292). (**E**) Comparison of kidney weight in Imatinib-treated (*n* = 7) and vehicle-treated (*n* = 4) *Tsc1-KO* and WT mice revealed that there was a significant difference (**p = 0.045) between *Tsc1-KO* Imatinib-treated and vehicle-treated mice highlighting the decrease in kidney cysts in the *Tsc1-KO* Imatinib-treated mice. Source data are available online for this figure.

## Discussion

In mouse models of TSC, as well as in individuals with TSC, the cyst epithelium continues to express both TSC1 and TSC2 (Barone et al, 2021; Bissler et al, 2019b; Bonsib et al, 2016). Similar observations have also been reported in brain tubers and some angiomyolipomata (Niida et al, 2001; Qin et al, 2010). Therefore, while LOH is the predominant mechanism behind the development of the hamartomas and subependymal giant cell astrocytomas in TSC (Crino et al, 2006; Giannikou et al, 2016), several other lesions that are associated with this disease do not conform to this mechanism (Bissler et al, 2019b; Bonsib et al, 2016; Niida et al, 2001). In TSC lesions caused by the LOH of *TSC1* gene, there is strong evidence for the destabilization of TSC2 through the compromised chaperone function of HSP70 and 90 (Woodford et al, 2017). However, in our TSC renal cyst models where the epithelial cells express both TSC1 and TSC2 (Barone et al, 2021; Bissler et al, 2019b), the LOH-dependent mechanism described by Woodford et al (Woodford et al, 2017) and Uhlmann et al (Uhlmann et al, 2002) may not be the driving force behind the formation of renal cysts. Published studies suggest that TSC kidney cystogenesis may depend on the deactivation of TSPC in cystic epithelium, leading to unregulated mTORC1 activation and cell proliferation (Barone et al, 2021; Bissler et al, 2019b; Soleimani, 2023). The lack of TSPC function in the absence of TSC1 or TSC2 deficiency may be mediated through their phosphorylation and inactivation, resulting from the potentiation of signal transduction pathways that regulate their activity. In this manuscript, we demonstrate that the enhanced expression of c-KIT by the cystic epithelial cells may drive the phosphorylation and inactivation of TSC2; thus, resulting in A-IC cellular proliferation and cyst formation.

The cystic epithelium in mouse models of TSC, as well as that of TSC cysts in humans, is almost entirely composed of A-IC (Barone et al, 2021; Bissler et al, 2019b). The expression of A-IC-associated markers, including the Cl^-^/H^+^ exchanger (CLC5), carbonic anhydrase 2 (CAR2), and FOXI1, is elevated in the kidneys of mouse models of TSC (Barone et al, 2023; Barone et al, 2021; Barone et al, 2024). Our studies indicate that the ablation of *Foxi1*, a gene that codes for a transcription factor that regulates the development of intercalated cells, is critical to the generation of renal cysts in TSC, and that simultaneous ablation of *Tsc1* and *Foxi1* prevents the growth of renal cysts (Barone et al, 2021). The role of the A-IC-associated molecule, CAR2, in TSC renal cystogenesis was also established in *Tsc1/Car2-dKO* mice that show delayed development of renal cysts compared to their *Tsc1-KO* counterparts (Barone et al, 2024). Comparison of renal cysts in TSC to those of ADPKD reveals that the compositions of their epithelial lining are quite different; whereas the cystic epithelium in TSC is almost entirely composed of A-IC, the ADPKD cysts are primarily made up of principal cells (Barone et al, 2021; Bissler et al, 2019b; Soleimani, 2023).

Currently, rapalogs are the only approved treatments for TSC. Although the inhibition of mTORC1 by rapalogs profoundly blunts tumor and cyst growth in TSC, the cysts and tumors return to their original size once rapalogs are discontinued (Bissler et al, 2019a). In the present study, we demonstrated that the expression and activation of c-*Kit* is significantly increased in the kidneys of *Tsc1-KO* mice (Fig. 1B,D; Datasets EV1–2). The involvement of c-KIT in renal cystogenesis and its position downstream of FOXI1 was implicated by the absence of its upregulation in kidneys of *Tsc1/Foxi1-dKO* mice that do not develop renal cysts (Fig. 1B; Dataset EV3). The absence of renal cysts in *Tsc1/c-Kit-dKO* mice and the significant reduction of the cyst burden in *Tsc1-KO* mice upon treatment with Imatinib Mesylate, confirms the critical role of c-KIT in TSC renal cystogenesis (Figs. 5A,B and 8A,B). Whether the inhibition of other RTKs, such as PDGFR, could also contribute to the effect of Imatinib Mesylate on TSC kidney cystogenesis remains to be definitively addressed (Kim et al, 2014; Siehl and Thiel, 2007). Unachukwu et al, 2023, showed that Imatinib Mesylate can reduce the severity of renal lesions in *Tsc2*^*+/−*^ mice (Unachukwu et al, 2023). However, these studies did not directly address the role of PDGFRβ activation on the development of TSC renal lesions (Unachukwu et al, 2023). It should be noted that while Imatinib Mesylate may be effective in the treatment of TSC lesions through the inhibition of c-KIT and PDGFRβ signaling, Imatinib is a broad inhibitor of non-receptor tyrosine kinases (e.g., BCR-Abl, c-Abl and c-Src) (Nagar, 2007; Seeliger et al, 2007; Tsutsui et al, 2016; Wang et al, 2023) and other RTK (e.g., Discoidin Domain Receptor 1; DDR1) (Bansod et al, 2021; Day et al, 2008), and may lead to unexpected off target effects. For example, inhibition of DDR1 can cause anomalies in mammary gland and arterial wound repair, as well as alterations in connective tissue structure (Curat et al, 2001; Hou et al, 2001; Vogel et al, 2001); whereas, the inhibition of c-Abl can lead to hematologic toxicity, actin reorganization, and changes in immune synapse formation (Barber et al, 2011; Huang et al, 2008).

c-KIT, through binding with the KIT ligand (KITL) regulates cell proliferation, survival, and migration (Ashman, 1999). Mutations in the c-*KIT* gene leading to either enhanced expression or gain of function of c-KIT can activate c-KIT signaling in affected tissues (Huo et al, 2005; Miliaras et al, 2004; Tabone-Eglinger et al, 2008), the former results in ligand independent activation of c-KIT (Du and Lovly, 2018; Tabone-Eglinger et al, 2008), and has been implicated in the development of variety of cancers including gastrointestinal stromal tumors, melanoma, castration resistant prostate cancer, mastocytosis, and certain other hematological malignancies (Nakata et al, 1995; Tabone-Eglinger et al, 2008; Yasuda et al, 2006). c-KIT utilizes multiple signaling pathways, including the RAS-MAPK and PI3K/AKT cascades (Ma et al, 2005; Manning et al, 2002; Wandzioch et al, 2004). These pathways, when activated, participate in the regulation of TSPC function and the promotion of cell growth (Ma et al, 2005; Manning et al, 2002). As such, they may participate in the unregulated cell growth in TSC cystic lesions. Our studies demonstrated that ERK1/2, AKT, and RSK1 phosphorylation are elevated in the highly cystic kidneys of *Tsc1-KO* compared to WT and the non-cystic kidneys of *Tsc1/c-Kit-dKO* mice, indicating that RAS-MAPK and PI3K/AKT pathways are activated (Fig. 7A,B). The role of ERK1/2, AKT, and RSK1 in the inactivation of TSC2 and dysregulation of mTORC1 function is well established (Ma et al, 2005; Manning et al, 2002; Roux et al, 2004; Wandzioch et al, 2004). p-ERK1/2 can directly, or through activation of RSK1, phosphorylate and inactivate TSC2 (Roux et al, 2004). AKT directly phosphorylates and inhibits TSC2. Comparison of the phosphorylation status of TSC2 in the kidneys of WT, *Tsc1-KO*, and *Tsc1/c-Kit-dKO* mice (Fig. 7C) indicates that TSC2 is phosphorylated on its ERK1/2 (^664^Ser), AKT (^939^Ser), and RSK1 (^1798^Ser) target sites in *Tsc1-KO*, but not in *Tsc1/c-Kit-dKO* or WT mice. This signifies that the enhanced expression of c-KIT leads to phosphorylation and inactivation of TSC2 and cell expansion. Furthermore, our results indicate that genetic manipulations that reduce the severity of renal cystic disease (i.e., the ablation of *Foxi1* and *c-Kit*) can also reduce the extent of RAS-MAPK and PI3K/AKT signaling, TSC2 phosphorylation, and cystogenesis.

In addition to establishing the role of c-KIT in TSC cystogenesis, the results of our in vivo and in vitro studies described here point to a novel pathway where the increased levels of FOXI1 enhance the expression of c-KIT, leading to phosphorylation/inactivation of TSC2, unregulated activity of mTORC1, cell proliferation, and expansion. This cascade of signals may be crucial to dysregulation of cell growth in TSC cystic epithelium and explain the development of cysts in the absence of the LOH (Fig. 9). The current studies define the role of c-KIT in the development of renal cysts and establish Imatinib Mesylate as a novel treatment, either alone or in combination with rapalogs, for kidney cystogenesis in TSC.

**Figure 9:**
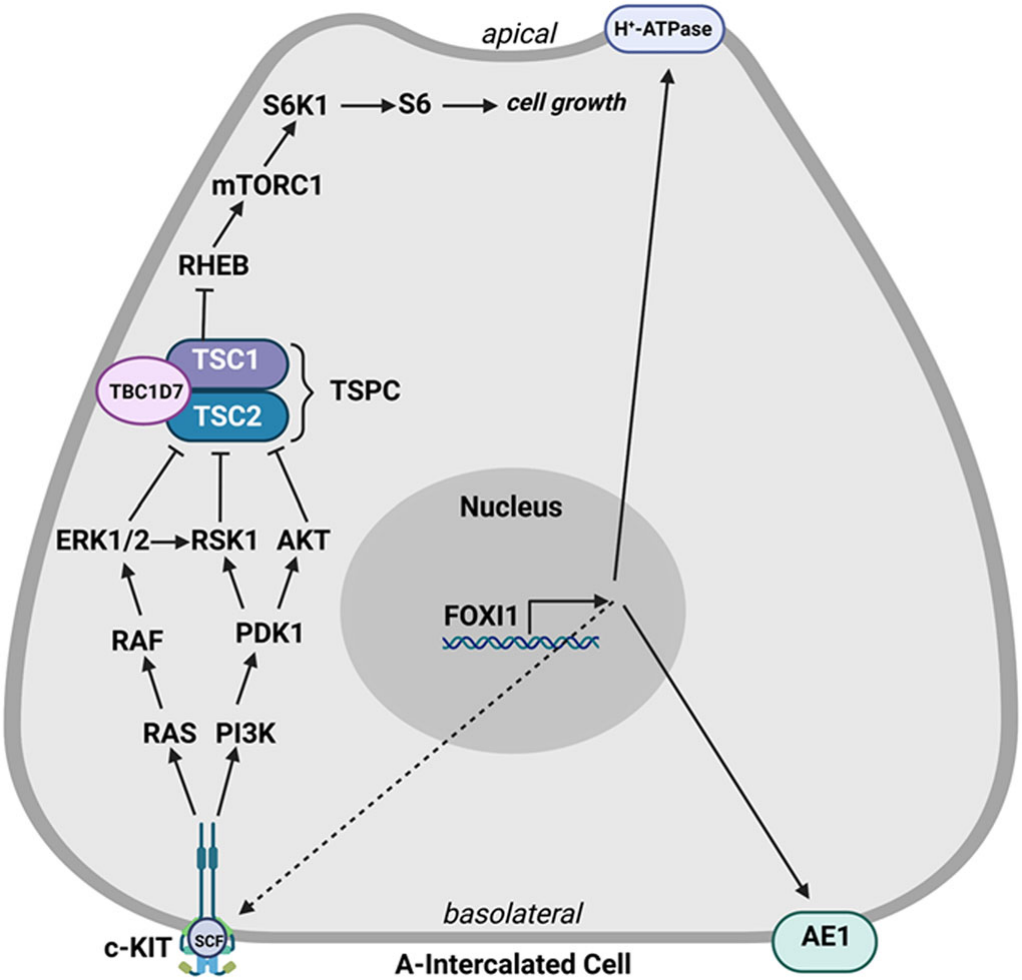
Diagram of c-KIT mediated modulation of TSPC through phosphorylation and inactivation of TSC2. The receptor tyrosine kinase, c-KIT, is expressed on the basolateral aspect of A-IC. Activation of c-KIT leads to the potentiation of the RAS/ERK, PI3K/AKT, and RSK1 signal transduction pathways. These kinases phosphorylate and down-regulate TSC2 protein’s GTPase activating function; this leads to increased stability of GTP-RHEB, unregulated mTORC1 activity, and unchecked cell proliferation. Stem cell growth factor (SCF); SLC4A1 (AE1).

## Methods

**Table:** Reagents and tools table

Reagent/Resource	Reference or Source	Identifier or Catalog Number
**Experimental models**		
*Tsc1*-KO mice	The Jackson Laboratory	005680
*Foxi1*-KO mice	The Jackson Laboratory	024173
*Aqp2* Cre mice	The Jackson Laboratory	006881
*Aqp2*^*ECE/+*^Cre mice	Am J Physiol Renal Physiol. 2018 Apr 1;314(4):F572-F583.	Dr. Wenzheng Zhang; Albany Medical College
*c-Kit*-KO Mice	The Jackson Laboratory	012861
*Tsc2*^*+/−*^ mice	J Clin Invest. 1999 Sep 15;104(6):687–695.	Dr. Jane Yu; University of Cincinnati Medical School
*Tsc1/Foxi1* dKO mice	Proc Natl Acad Sci USA. 2021 Feb 9;118(6): e2020190118	Generated by Soleimani Lab
*Tsc1/c-Kit dKO mice*		Generated by Soleimani Lab
*Pkd1* KO mice	Hum Mol Genet. 2008 Feb 7;17(11):1505–1516.	Dr. Steven Somlo; Yale University School of Medicine
Mouse cortical collecting duct cells (M-1 cells; Mycoplasma free)	ATCC	CRL-2038
**Recombinant DNA**		
Mouse c-KIT Expression Vector	Origene	MG227469
Mouse Foxi1 Expression Vector	Origene	MG205758
Expression Vector (Empty)	Origene	PS100010
**Antibodies**		
^Tyr719^p-c-Kit	Cell Signaling	3391
^Ser664^p-TSC2 (rabbit polyclonal)	ThermoFisher Scientific	PA5-105178
^Ser939^p-TSC2 (rabbit polyclonal)	Cell Signaling Technology	3615S
^Ser1798^p-TSC2 (rabbit polyclonal)	ThermoFisher Scientific	BS-5610R
ERK1/2 (rabbit polyclonal)	Cell Signaling Technology	4695S
pERK1/2 (rabbit polyclonal)	Cell Signaling Technology	4370S
RSK1 (rabbit polyclonal)	Cell Signaling Technology	8408T
pRSK1 (rabbit polyclonal)	Cell Signaling Technology	8753S
AKT (rabbit polyclonal)	Cell Signaling Technology	4691 T
pAKT (rabbit polyclonal)	Cell Signaling Technology	4060S
β-Actin (mouse monoclonal)	Santa Cruz Biotechnology	sc-47778
TSC1 (rabbit polyclonal)	ProteinTech	29906-1-AP
TSC2 (rabbit polyclonal)	ProteinTech	24601-1-AP
p-ribosomal S6 (rabbit polyclonal)	Cell Signaling Technology	4858S
S6 ribosomal (rabbit polyclonal)	Cell Signaling Technology	2217
c-KIT (rabbit polyclonal)	Cell Signaling Technology	3074S
H^+^-ATPase (mouse monoclonal)	Santa Cruz Biotechnology	sc-55544
H^+^-ATPase (rabbit polyclonal)	Generated by Soleimani Lab	
PCNA (mouse monoclonal)	Santa Cruz Biotechnology	sc-56
AQP2 (goat polyclonal)	Santa Cruz Biotechnology	sc-9882
**Oligonucleotides and other sequence-based reagents**		
**Tsc1** **PCR genotyping:** F4536 (5′-AGG AGG CCT CTT CTG CTA CC-3′), R4830 (5′-CAG CTC CGA CCA TGA AGT G-3′), and R6548 (5′-TGG GTC CTG ACC TAT CTC CTA-3′).	ThermoFisher Scientific	Special order oligos
**Aqp-2** **PCR genotyping:** mAqp-2 F (5′-CCT CTG CAG GAA CTG GTG CTG G-3′) and CreTag R (5′-GCG AAC ATC TTC AGG TTC TGC GG-3′).	ThermoFisher Scientific	Special order oligos
**Foxi1** **PCR genotyping:** Common (5′-CGA CCT CCC AGC GCC T-3′), Foxi1 WT Reverse (5′-GCT GCC TCT GCA TGC CA-3′), and Foxi1 Mutant (5′-GGC CAG CTC ATT CCT CCA CT-3′).	ThermoFisher Scientific	Special order oligos
**Tsc2**^***+/−***^ **PCR genotyping:** H162 (5’-CAAACCCACCTCCTCAAGCTTC-3’), H163 (5’-AATGCGGCCTCAACAATCG-3’), and H164 (5’-AGACTGCCTTGGGAAAAGCG-3’).	ThermoFisher Scientific	Special order oligos
**Aqp2**^***ECE/+***^***-Cre*** **PCR genotyping:** Forward (5’-AAGTGCCCACAGTCTAGCCTCT-3’) and Reverse (5’-TCGCCGCTCCCGATTCGCAG-3’).	ThermoFisher Scientific	Special order oligos
**Foxi1 probe for Northern Hybridizations:** 5′-AGC AAG GCT GGC TGG-CAG AA-3′ and 5′-TGG CCA CGG AGC GGC TAA TA-3’	ThermoFisher Scientific	Special order oligos
**c-KIT probe for Northern Hybridizations:** 5’-CATGCGTGTGTCTATGCGTG-3’ and 5’-GGGAAAACCGTGAAGGCAAC-3’	ThermoFisher Scientific	Special order oligos
**TaqMan Assay Oligonucleotides:** Mm00445212_m1 (*c-Kit*)	ThermoFisher Scientific	Mm00445212_m1 (*c-Kit*)
**TaqMan Assay Oligonucleotides:** Mm00458451_m1 (*Foxi1*)	ThermoFisher Scientific	Mm00458451_m1 (*Foxi1*)
**Foxi1 cDNA (**NM_023907.4**)**		
**pME18S expression vector (pFoxi1)**		
**Chemicals, Enzymes and other reagents**		
Tamoxifen	Sigma	T5648
α-^32^P-dCTP	Revity Health Services	BLU513H250UC
Alexa 594 goat-anti-rabbit IgG	Invitrogen	A11037
Alexa 488 goat-anti-mouse IgG	Invitrogen	A11029
Imatinib Mesylate	Tocris	5906
VectaStain Elite ABC Kit	Vector Labs	PK-6101
Vector VIP Substrate Kit, Peroxidase	Vector Labs	SK-4600
Lipofectamine 2000	ThermoFisher Scientific	11668019
RNeasy Mini Kit	Qiagen	74104
TaqMan Gene Expression Master Mix	Applied Biosystems	4369016
**Software**		
Image J		Version 1.54p 17 February 2025
Zen	Zeiss	Version 3.4
DNADynamo	Blue Tractor Software	
GE Typhoon Scanner	GE Healthcare Life Sciences	
Microsoft Excel		
GraphPad Prism	Dotmatics	Version 9/1/2
**Other**		

### Animal models: generation of *Tsc1-KO, ECE/+Tsc1-KO*, and *Tsc2*+/−

All mice used in this study were treated based on the ARRIVE guidelines and the breeding and experiments set forth by our approved IACUC protocols (22-201318-B-HSC and 24-201488-HSC) at the University of New Mexico. Mice were housed at the University of New Mexico which is an AAALAC- and OLAW-accredited facility. Animals were group-housed (5 or less per cage) where water and food were provided *ad libitum*. Housing was provided at a 12-h dark/light cycle. As previously described, *Tsc1*^f/f^ mice were bred with *Aqp2*-cre mice to generate *Tsc1-KO* mice, while *Tsc1/Foxi1-dKO* were generated by breeding *Tsc1-KO* mice with *Foxi1-KO* mice (Barone et al, 2021). To generate *Tsc1* Tamoxifen Inducible Cre mice (^*ECE/+*^*Tsc1-KO*), *Tsc1*^*f/f*^ were crossed with tamoxifen-induced *Aqp2*^*ECE/+*^*Cre* mice (Chen et al, 2018). Tissue samples from *Pkd1* KO mice were generously provided by Dr. Stefan Somlo (Yale University School of Medicine, New Haven, CT). The TSC patient biopsy sample (Fig. EV5) was a gift provided by Dr. John J. Bissler from the University of Tennessee Health Sciences Center (samples were obtained through an approved IRB protocol and with the full knowledge and consent of the patients).

### Genotyping protocols

Genotyping procedures for *Tsc1-KO*, *Tsc2*^*+/−*^, *Foxi1-KO*, Aqp2Cre, and *Tsc1/Foxi1-dKO* have been described previously (Barone et al, 2021; Blomqvist et al, 2004; Onda et al, 1999). Genotyping of Cre recombinase transgene in *Aqp2*^*ECE*^*-Cre* was performed as previously described (Chen et al, 2018).

### Protocol for tamoxifen induction of *Aqp2 ECE/+-Cre*

Tamoxifen was dissolved in corn oil to a desired concentration of 20 µg/µl and made fresh daily. Starting at day 24, mice were given daily intraperitoneal injections of 75 mg/g body weight for 5 days. Tamoxifin and vehicle treated mice were sacrificed on days 30, 75, 140, and 230. Kidneys were harvested and snap frozen for RNA extraction or fixed and preserved for microscopy.

### Protocol for Imatinib Mesylate

Twenty-five-day-old*Tsc1-KO* and WT mice were treated with oral Imatinib Mesylate (400 mg/kg/day) or vehicle by oral gavage for 20 days. On day 45 animals were sacrificed, kidneys were harvested, weighed and snap frozen for RNA and protein extraction, or fixed and preserved for microscopy. In these studies mice that lost more than 20% of their body weight were withdrawn from the protocol and euthanized by CO_2_ narcosis. This was a pre-established criteria based on our IACUC protocol.

### Immunofluorescence microscopy

Paraffin-embedded sections were cut in 5 μm sections and underwent antigen retrieval employing a 2100 Retriever (Electron Microscopic Sciences, Hatfield, PA). Sections were blocked in PBS containing 1% BSA, 0.2% powdered skim milk, and 0.3% Triton X-100 for at least 60 min at room temperature before incubation with primary antibodies overnight at 4 °C. Slides were washed in PBS and incubated in Alexafluor secondary antibodies (Invitrogen, Eugene, OR) at room temperature for 2 h, washed and coverslipped. Images were obtained using a Zeiss LSM800 microscope and Zen software (version 3.4).

### RNA isolation and northern blot analysis

Mouse kidney tissues were harvested, snap frozen in liquid nitrogen, and stored in −80 °C. RNA isolation was performed using the TRI-reagent protocol. Northern blot analyses were performed as previously described (Barone et al, 2023). Membranes were hybridized at 65 °C overnight utilizing α-^32^P-dCTP-radiolabeled probes for *Foxi1* (5′-AGC AAG GCT GGC TGG-CAG AA-3′ and 5′-TGG CCA CGG AGC GGC TAA TA-3′) or *c-Kit* (5’-CATGCGTGTGTCTATGCGTG-3’ and 5’-GGGAAAACCGTGAAGGCAAC-3’). Membranes were washed and Northern blot images were developed using a GE Typhoon Scanner (GE Healthcare Life Sciences).

### RNA-seq analysis

The RNA-seq analyses were performed by Novogene Bioinformatics Technology Co., Ltd (Beijing, China). Briefly, total kidney RNA was isolated as described in the previous section. The isolated RNA samples were ethanol precipitated, dissolved in water and subjected to quality control analysis using an Agilent 2100 Bioanalyzer with RNA 6000 Nano Kits (Agilent, USA). The redissolved samples were subjected to poly A selection, fragmented and reverse-transcribed to generate complementary DNA libraries that were utilized for sequencing analysis. Libraries were sequenced using the HiSeqTM 2500 system (Illumina). Clean reads were aligned to a mouse refence genome using Hisat2 v2.0.4. Gene. The gene expression levels were determined using fragments per kilobase of transcript per million mapped fragments (FPKM) by HTSeq v0.9.1. The enrichment analysis of DET were performed using ShinyGO application (http://bioinformatics.sdstate.edu/go/, 02-19-2024).

### Protein extraction and western blot analysis

Protein extracts were prepared from isolated kidneys, size-fractionated by SDS/PAGE and transferred to nitrocellulose filters. Western blot analyses were performed using antibodies that recognize proteins of interest (for more information please refer to the “Antibodies” section). Western blot images that share the same β-Actin loading control—Fig. 1E, F, Figs. 6A, C as well as Figs. 5E, 7A and 7C—originate from the same Western blot membranes.

### Image J analysis of northern and western blots

The quantification of northern blot analysis results was performed by measuring the intensity of the bands of interest (specific visualized mRNA band) in each lane and normalizing the results to that of the intensity of the corresponding 28s rRNA band. The quantification of western blot analysis results was accomplished by determining the intensity of the visualized band of interest and normalizing the result to that of the density of the corresponding β-actin band.

### Antibodies

The following antibodies were used for Western blot experiments: (1) ^tyr719^p-c-KIT (1:1000) (Cell Signaling Technology, Danvers, MA); (2) ^ser664^p-TSC2 (1:1000) (Invitrogen, Rockford, IL); (3) ^ser939^p-TSC2 (1:1000) (Cell Signaling Technology, Danvers, MA); (4) β-actin (1:1000) (Santa Cruz Biotechnology, Dallas, TX); (5) TSC1 (1:2000) (Protein Tech, Rosemont, IL); (6) TSC2 (1:2000) (Protein Tech, Rosemont, IL); (7) ERK1/2--WB (1:1000) (Cell Signaling Technology, Danvers, MA); (8) RSK1 WB (1:1000) (Cell Signaling Technology, Danvers, MA); (9) AKT WB (1:1000) (Cell Signaling Technology, Danvers, MA); and (10) S6 ribosomal (1:1000) (Cell Signaling Technology, Danvers, MA).

The following antibodies were utilized for immunofluorescence (IF) or immunohistochemistry (IHC) and Western blots (WB): (1) p-ribosomal S6--IHC (1:100) and WB (1:1000) (Cell Signaling Technology, Danvers, MA); (2) c-KIT antibody--IF (1:100) and WB (1:1000) (Cell Signaling Technology; Danvers, MA); (3) pERK1/2 IHC (1:300) and WB (1:1000) (Cell Signaling Technology, Danvers, MA); (4) pRSK1 IHC (1:100) and WB (1:1000) (Cell Signaling Technology, Danvers, MA); (5) ^ser1798^p-TSC2 IF (1:75) and WB (1:800) (ThermoFisher Scientific, Eugene, OR); and (6) pAKT IHC (1:50) and WB (1:1000) (Cell Signaling Technology, Danvers, MA).

The following antibodies were used for immunofluorescence studies: (1) Monoclonal H^+^-ATPase (1:50; Santa Cruz Biotechnology); (2) H^+^-ATPase (1:75; our lab); (3) PCNA (1:50; Santa Cruz Biotechnology); and (4) AQP2 (1:50; Santa Cruz Biotechnology).

### M-1 transfection and RT-PCR analysis

M-1 cells derived from the renal cortex of a SV40 early region transgenic mouse were purchased from American Type Culture Collection (ATCC, Manassas, VA). Cells were grown in a 1:1 mixture of Dulbecco’s modified Eagle’s medium and Ham’s F12 medium with 2.5 mM L-glutamine adjusted to contain 15 mM HEPES, 0.5 mM sodium pyruvate and 1.2 g/L sodium bicarbonate supplemented with 0.005 mM dexamethasone, 10% fetal bovine serum, 1% P/S and 5 µg/mL plasmocin (Invivogen, San Diego, CA). M-1 cells were grown on Transwell 0.4 µm pore polyester membranes (Corning, AZ). Once cultures reached 60% confluence, cells were reverse transfected with Lipofectamine 2000 (Thermo Fisher Scientific, Waltham, MA) at a plasmid mass to transfection reagent volume ratio of 2:1 and grown for at least two days prior to experimentation. *Foxi1* (NM_023907.4) cDNA was cloned from whole mouse kidney into a pME18S expression vector (pFoxi1). RNA was isolated from cells using the RNeasy Mini Kit (Qiagen, Hilden, Germany). cDNA was generated using the QuantiTect reverse transcription Kit with genomic DNA Wipeout (Qiagen, Hilden, Germany). TaqMan real-time PCR assays were performed in triplicate according to the manufacturer’s standard protocol (Thermo Fisher Scientific, Waltham, MA). Briefly, 10 ng cDNA was PCR-amplified using an Applied Biosystems QuantStudio 5 PCR system (Thermo Fisher Scientific, Waltham, MA). Amplification data was analyzed using Microsoft Excel and plotted with GraphPad Prism version 9.1.2. All qPCR data are mean values of three biological replicates and is presented as relative expression per *Gapdh*. TaqMan assays oligonucleotides are as follows: Mm00445212_m1 (*c-Kit*) and Mm00458451_m1 (*Foxi1*).

### Cell enumeration assay

M-1 cells (ATCC, Manassas, VA, USA) adapted to grow in serum-free medium (M-1 SFM) were used in these studies. The viability and proliferation of M-1 SFM cells stably transfected with Control (empty), *Foxi1* and *c-Kit* expression vectors was determined using Crystal Violet uptake assay (Chiba et al, 1998; Feoktistova et al, 2016). Briefly, 1.0 × 10^5^ cells were seeded per well in 12-well plates. Cells were allowed to attach for 24 h. After the cell attachment period, at 24 and 72 h the cells were washed with PBS (5X), stained with 0.25% Crystal Violet solution (0.125 g Crystal Violet dissolved in 20% methanol) for 30 min at room temperature, washed with PBS (5X) and lysed with 0.1% SDS for 60 min at room temperature. The absorbance of the lysate (uptake and retention of crystal Violet) was measured at 570 nm.

### Statistical analysis

The results of experiments are presented as mean ± standard deviation (SD). The specific details of the biological and technical replicas are provided in each figure legend. The significance of results was determined using Student T test. A “*p*” value of <0.05 was considered statistically significant. This study did not include any blinding of samples.

## Supplementary information

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Dataset EV5

Dataset EV6

Dataset EV7

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Source data Fig. 8

Figure EV1 Source Data

Figure EV2 Source Data

Figure EV3 Source Data

Figure EV4 Source Data

Figure EV5 Source Data

Figure EV6 Source Data

Expanded View Figures

## Figures and Tables

**Figure EV1:**
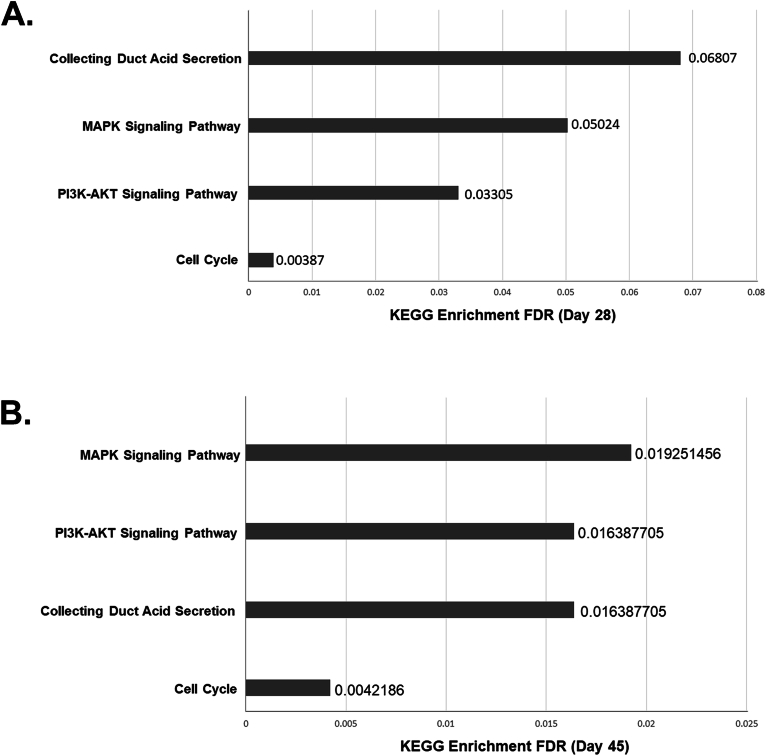
KEGG enrichment analysis. KEGG enrichment analysis was performed on (**A**) 28-day *Tsc1-KO* mice and (**B**) 45-day *Tsc1-KO* mice using DEG with fold induction of greater than 1.3 and FDR < 0.05. The results indicate that collecting duct acid secretion, MAPK, PI3K-AKT, and cell cycle pathways were significantly enriched. Source data are available online for this figure.

**Figure EV2:**
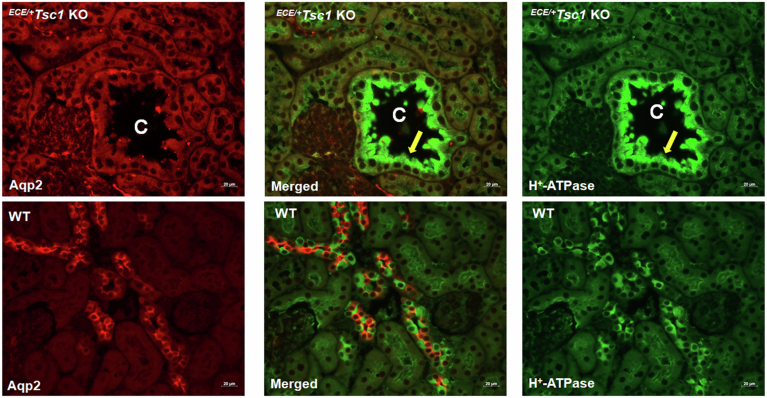
Localization of AQP2 and H^+^-ATPase in ^*ECE+/−*^*Tsc1*KO. Double immunofluorescence images of *Tsc1-KO* (upper row) and WT (lower row) mice stained with anti-AQP2 (red; left upper and lower panels) and H^+^-ATPase (green; right upper and lower panels) antibodies. A merged image illustrating co-localization of both antibodies is presented in the middle panel. White arrows point to basolateral AQP2 expression, while yellow arrows indicate apical H^+^-ATPase. “C” represents cysts. Scale bar equals 20 μm. Source data are available online for this figure.

**Figure EV3:**
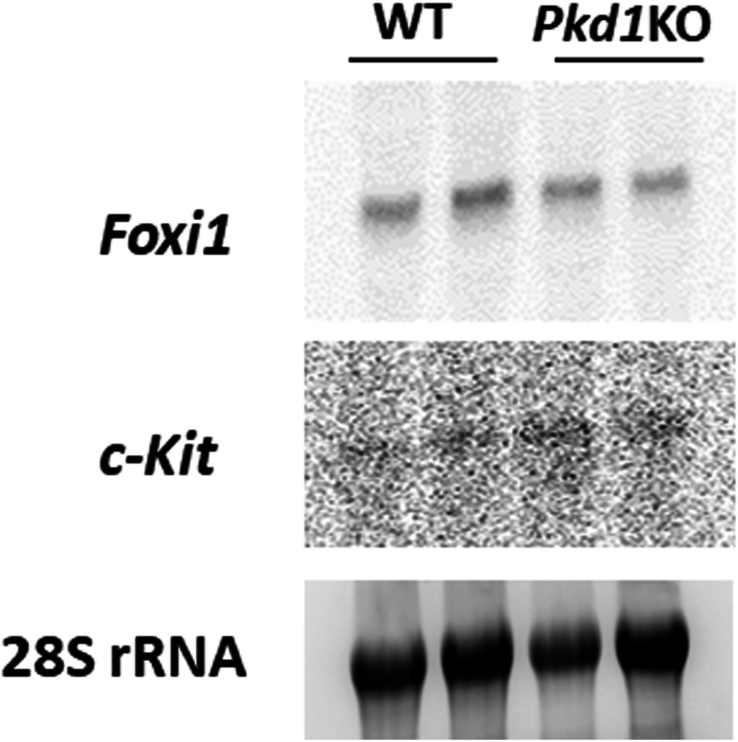
Comparison of expression of *Foxi1* and *c-Kit* in *Pkd1-KO* mice. Northern blot comparing *Foxi1* and *c-Kit* expression in *Pkd1-KO* vs. WT mice. Unlike *Tsc1-KO* mice, there is little to no expression of either of the two genes. Source data are available online for this figure.

**Figure EV4:**
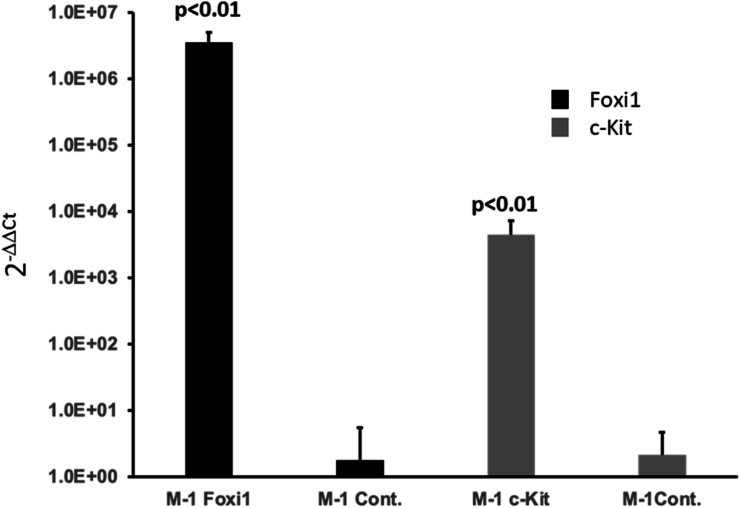
Examination of *Foxi1* and *c-Kit* expression in transfected M-1 cells. M-1 collecting duct cell lines were stably transfected with *Foxi1*, *c-Kit* and control (empty) expression vectors. The expression of *Foxi1*(black) and *c-Kit* (gray) were compared in clonally purified stable transfectants. The studies represent values obtained from 5 clones for each transfected cell line (*n* = 2 replicas/clonal isolates). The “*p*” values were determined using two-tailed student t-test. Source data are available online for this figure.

**Figure EV5:**
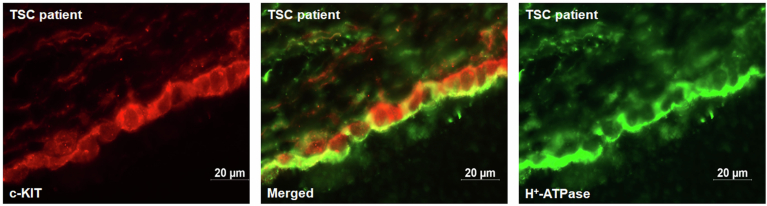
c-KIT and H^+^-ATPase expression in individuals with TSC. Similar to our TSC mouse models, individuals with TSC also have a basolateral localization of c-KIT (red; left panel) and apical distribution of H^+^-ATPase (green; right panel) in their cystic epithelium. Scale bar equals 20 μm. Source data are available online for this figure.

**Figure EV6:**
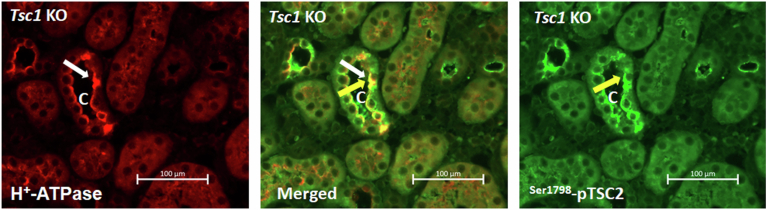
Localization of H^+^-ATPase and ^Ser1798^-pTsc2 in *Tsc1-KO* mice. Double immunofluorescence images of apical H^+^-ATPase (red; left panel) and apical ^Ser1798^-pTsc2 (green; right panel) in *Tsc1-KO* mice. A merged image illustrating co-localization of H^+^-ATPase and ^Ser1798^-pTSC2 is presented in the middle panel. White arrows point to apical H^+^-ATPase expression, while yellow arrows indicate apical and subapical ^Ser1798^-pTSC2 localization. “C” represents cysts. Scale bar equals 100 μm. Source data are available online for this figure.

## Data Availability

The RNA-SEQ data (Datasets EV1–3) have been submitted to the NCBI-Gene expression omnibus (GEO) repository. RNASeq for Tsc1 KO vs WT Day 28; GEO database: GSE311308https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE311308. RNASeq for Tsc1 KO vs WT Day 45; GEO database: GSE311309https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE311309. RNASeq for Tsc1/Foxi1 dKO vs WT; GEO database: GSE311307https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE311307. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44321-025-00360-x.

# Supplementary material for: The critical role of the proto-oncogene c-Kit in TSC renal cystogenesis
**Source:** EMBO Mol Med. 2025 Dec 22;18(2):575–98. doi: 10.1038/s44321-025-00360-x
**Supplement:** Supplementary file 23 — Expanded View Figures

Expanded View Figures

A.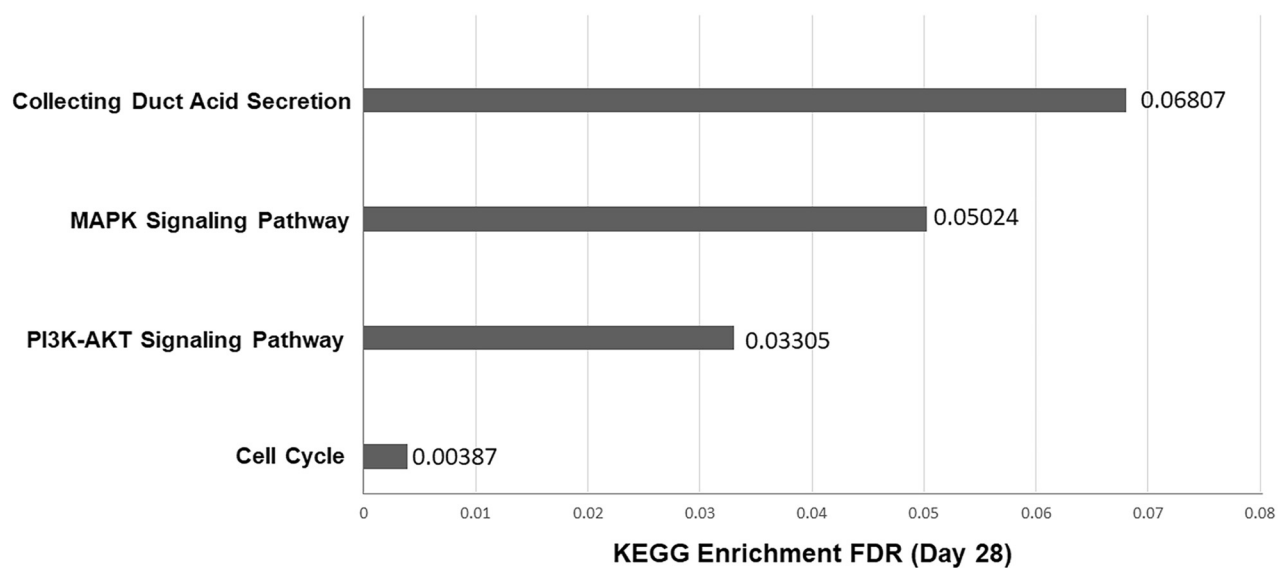**B.**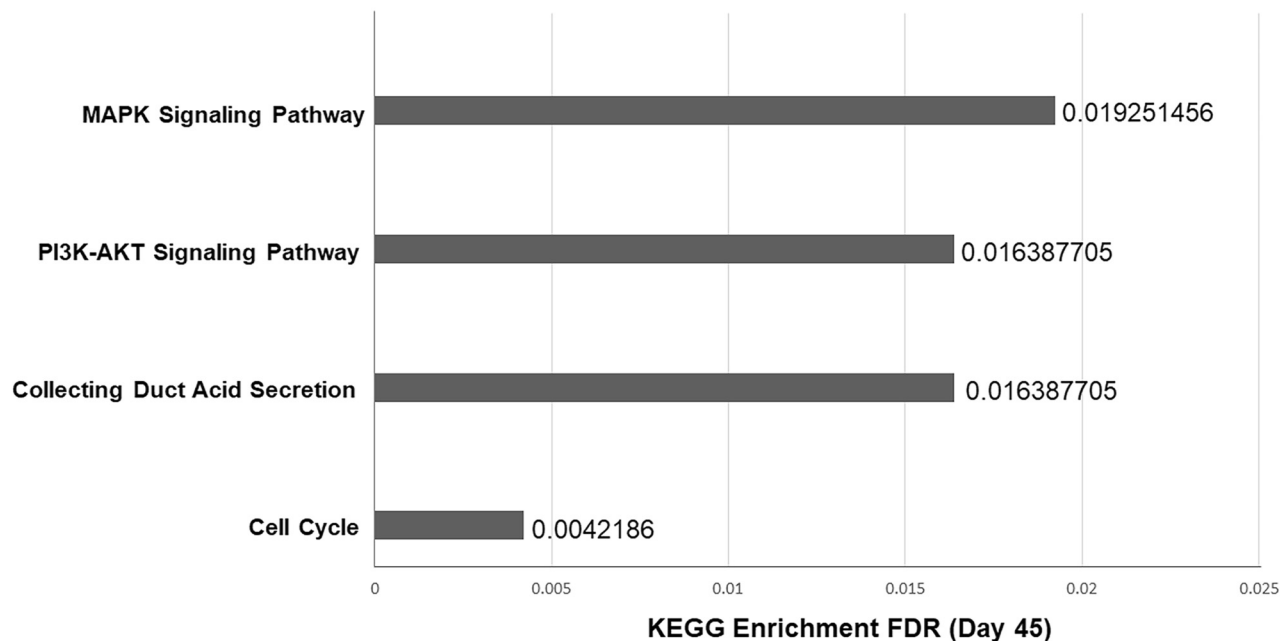**Figure EV1. KEGG enrichment analysis.**

KEGG enrichment analysis was performed on (A) 28-day *Tsc1*-KO mice and (B) 45-day *Tsc1*-KO mice using DEG with fold induction of greater than 1.3 and FDR < 0.05. The results indicate that collecting duct acid secretion, MAPK, PI3K-AKT, and cell cycle pathways were significantly enriched. Source data are available online for this figure.

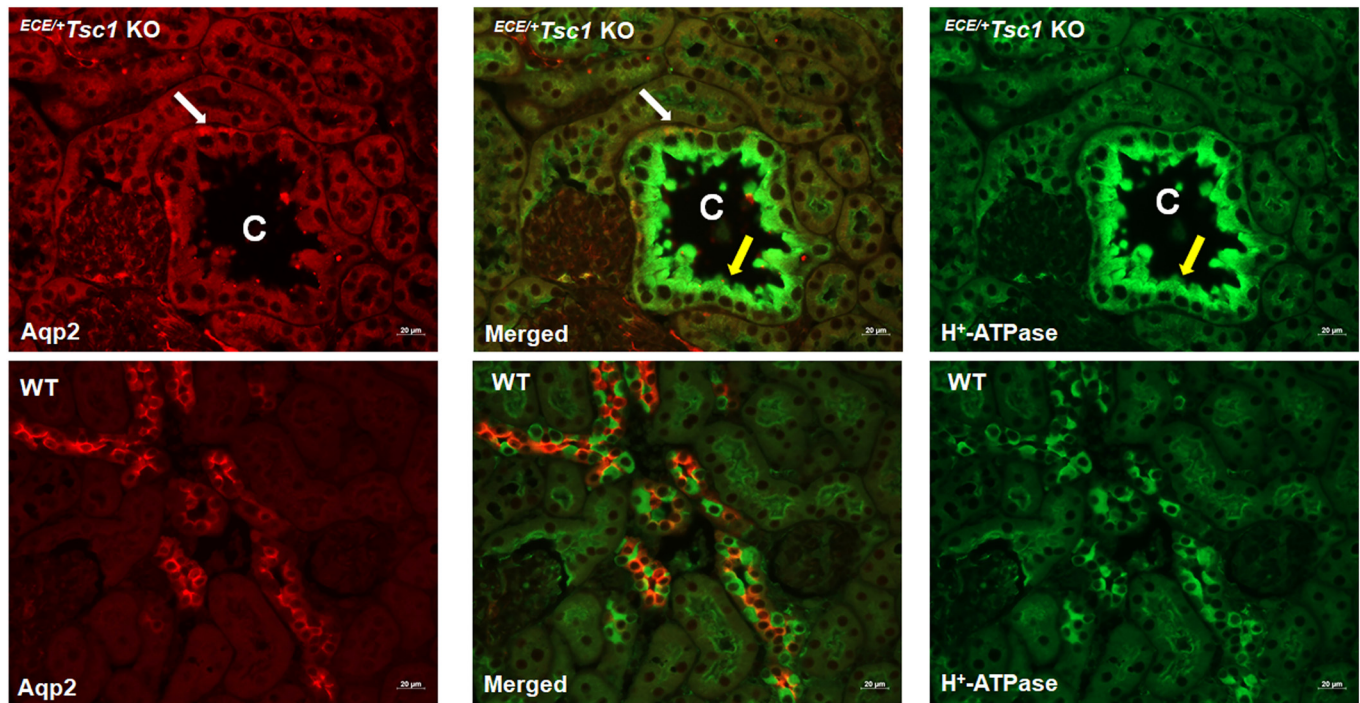

Figure EV2. Localization of AQP2 and H⁺-ATPase in *ECE^{+/+}Tsc1 KO*.

Double immunofluorescence images of *Tsc1-KO* (upper row) and *WT* (lower row) mice stained with anti-AQP2 (red; left upper and lower panels) and H⁺-ATPase (green; right upper and lower panels) antibodies. A merged image illustrating co-localization of both antibodies is presented in the middle panel. White arrows point to basolateral AQP2 expression, while yellow arrows indicate apical H⁺-ATPase. "C" represents cysts. Scale bar equals 20 μm. Source data are available online for this figure.

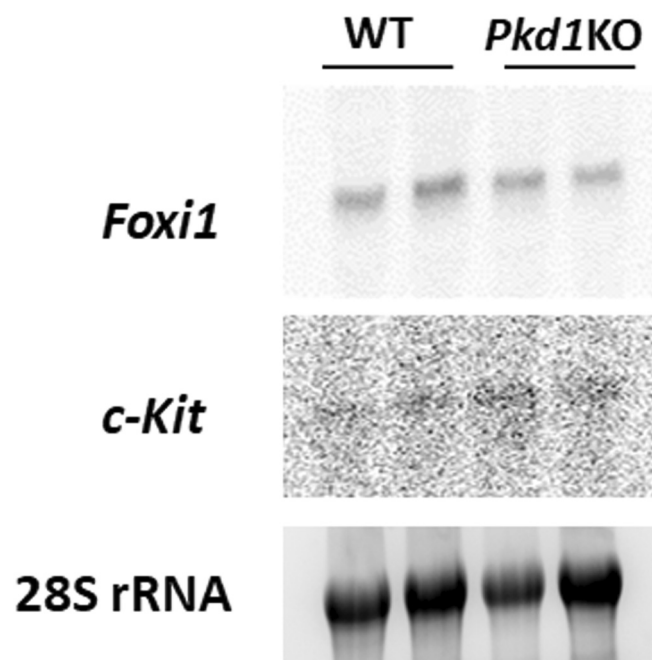

Figure EV3. Comparison of expression of *Foxi1* and *c-Kit* in *Pkd1-KO* mice.

Northern blot comparing *Foxi1* and *c-Kit* expression in *Pkd1-KO* vs. WT mice. Unlike *Tsc1-KO* mice, there is little to no expression of either of the two genes. Source data are available online for this figure.

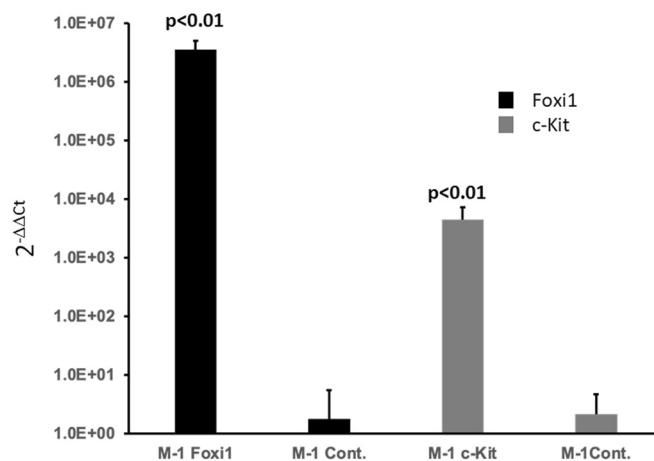

Figure EV4. Examination of *Foxi1* and *c-Kit* expression in transfected M-1 cells.

M-1 collecting duct cell lines were stably transfected with *Foxi1*, *c-Kit* and control (empty) expression vectors. The expression of *Foxi1* (black) and *c-Kit* (gray) were compared in clonally purified stable transfectants. The studies represent values obtained from 5 clones for each transfected cell line ($n = 2$ replicas/clonal isolates). The “ p ” values were determined using two-tailed student t-test. Source data are available online for this figure.

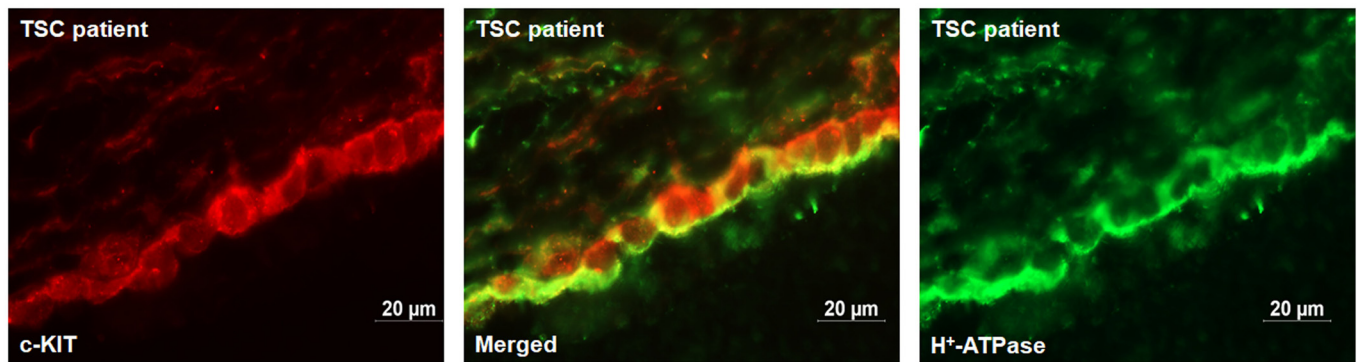

Figure EV5. c-KIT and H⁺-ATPase expression in individuals with TSC.

Similar to our TSC mouse models, individuals with TSC also have a basolateral localization of c-KIT (red; left panel) and apical distribution of H⁺-ATPase (green; right panel) in their cystic epithelium. Scale bar equals 20 µm. Source data are available online for this figure.

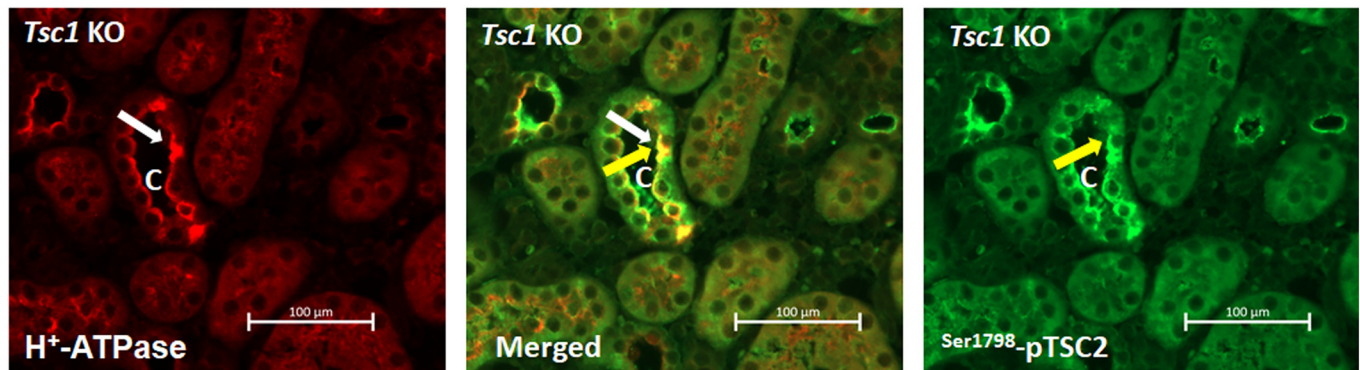

Figure EV6. Localization of H^{+} -ATPase and $Ser1798$ -pTsc2 in *Tsc1*-KO mice.

Double immunofluorescence images of apical H^{+} -ATPase (red; left panel) and apical $Ser1798$ -pTsc2 (green; right panel) in *Tsc1*-KO mice. A merged image illustrating co-localization of H^{+} -ATPase and $Ser1798$ -pTSC2 is presented in the middle panel. White arrows point to apical H^{+} -ATPase expression, while yellow arrows indicate apical and subapical $Ser1798$ -pTSC2 localization. "C" represents cysts. Scale bar equals 100 μ m. Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

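Kidney RNA of 3 WT mice and 3 Tsc1-KO mice aged 45 days was sequenced in 6 libraries. WT libraries are numbered 1 to 3 and Tsc1-KO libraries 4 to 6, and each was mapped to its group by its label. The authors aligned the reads to a mouse reference genome, whose build is not named, with HISAT2 2.0.4 and counted them with HTSeq 0.9.1. The library columns that the authors deposited hold FPKM, 1 column per library, for 15302 genes. The base mean columns of the authors' deposited table hold a signal, the mean normalised count over all libraries or over a group. The fold change column that the authors deposited is a ratio of Tsc1-KO over WT, and the log2 fold change column that the authors deposited is the log2 of that ratio. The pval and padj columns that the authors deposited hold the p-value of their comparison and its adjusted p-value, and the paper, whose section on statistics names Student's t test for its results in general, does not say which test gave these columns. The authors deposited 2 further lists, of genes listed as higher and as lower in Tsc1-KO mice. For 1966 genes that could be read from Dataset EV2, 11796 of 11796 FPKM values equalled those of the authors' deposited table, at a relative tolerance of 0.0001.

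The FPKM were analysed as log2(FPKM + 0.1) in R 4.3.3 with limma 3.58.1. A gene was kept when its mean over the 6 libraries was at least 0.5 FPKM, which left 13230 genes. A linear model with the genotype as its only term was fitted to all 6 libraries, with empirical Bayes moderation and a variance trend, 2-sided tests and Benjamini-Hochberg adjustment over the genes kept. Genes at an adjusted p under 0.05 were counted with and without a fold above 1.3, which the legend of Fig. EV1 gives for the genes entered in the KEGG analysis. With 3 mice against 3, an exact permutation test of a single gene cannot go below p = 0.1. Gene kinds were read by identifier from the RefSeq annotation of the mouse, which was also used for the order of genes along chromosomes. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

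Gene lists were tested with camera of limma at a preset correlation of 0.01, with camera at an estimated correlation and with fry, a rotation test of limma. The adjustment covered the 27 lists with at least 3 tested genes out of 30 lists taken from textbook knowledge. These cover other intercalated cell genes, V-ATPase subunits, genes of principal cells, proximal tubule, thick ascending limb and distal convoluted tubule, podocytes, endothelium, urothelium, extracellular matrix and fibroblasts, macrophages and myeloid cells, T and B cells, mast cells, erythrocytes, and adipose, muscle and adrenal tissue, genes of kidney injury, cell cycle, ERK response, TFEB/TFE3 and lysosome, ATF4 and amino acid response, glycolysis, sterol and fatty acid synthesis, TSC-mTORC1 components, c-KIT pathway kinases, imatinib target kinases, circadian clock, heat shock and hypoxia, and sex-linked, male-biased and female-biased kidney genes. Another 5 lists were chosen by the study on these libraries: the 9 A-IC transcripts it names and the members of the KEGG pathways Cell cycle, Collecting duct acid secretion, PI3K-Akt signaling and MAPK signaling in Dataset EV7. Of the 27 lists, 14 had an adjusted p under 0.05 from camera at the preset correlation and 0 with an estimated correlation, where the smallest adjusted p was 0.584. The smallest adjusted p from fry was 0.0658. Lists of interferon-stimulated genes and of the unfolded protein response, 2 in all, were added after some of their genes had been seen among the genes that passed.

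The genes named follow a rule: every gene the paper names for RNA of these kidneys, the 10 largest increases and the 10 largest decreases among genes that passed with a mean of at least 1 FPKM and no overlap between the groups, up to 4 genes per list that passed with the smallest p (or, where 0 passed, the gene with the smallest p), and the sex-linked genes as a check. This takes in 88 genes. Genes named outside the rule (Kitl, Pdgfra, Pdgfrb, Mki67, Pcna, Etv4, Etv5, 2210404E10Rik, Atp12a, Trpv5, S100g, Adipoq, Hspa1a, the genes displaced in WT replicate 3, and genes of the 2 added lists) were chosen after their values were seen. The tests, the 30 lists, the rule and the alternatives were set before the data were examined, apart from those said to be added later and except that the FPKM of the first 1966 genes of Dataset EV2, which equal the deposited ones, had been seen by then. Those 1966 genes include the 9 A-IC transcripts that the study names. The lists from textbook knowledge were thus written with these values seen, so their counts and list tests are not fully independent of the data.

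Reads were recovered as whole numbers from the FPKM and the mean normalised counts, and 100% of the 90069 recovered values of up to 10000 reads lay within 0.02 of a whole number. The reads in listed genes ranged from 19568856 to 24647430 per library. Reads outside the listed genes are not in the files. The recovered reads were used for limma-voom, scaled by size factors fitted to the authors' normalised means. The other alternatives were a pseudocount of 1, no filter on low values, a mean of at least 1 FPKM, median-of-ratios scaling, moderation without a trend, leaving out each library in turn, and the authors' p-values adjusted over the genes kept. Array weights of limma, and limma-voom without Tsc1-KO replicate 6, were added after the data were seen. The chain was tested on simulated data with 200 changed genes, each gene drawn independently and no library displaced. It found 73.0% of the genes changed by a fold of 2 and 46.9% of those changed by a fold of 1.5, with 10 unchanged genes among the 144 called. The real libraries differ in both respects, so these shares may not hold for them. No measurement was left out. The files hold no 28-day, Foxi1-KO or Tsc1/Foxi1-dKO libraries, so nothing is reported for those.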

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

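The tests chosen only after the result was seen are those of WT replicate 3 (fat, time of day and strain or donor variants), those of the excess of increases (scaling and proximal tubule share), the counts of genes over other groupings, the interferon and unfolded protein lists, and the choice of Atp12a and Trpv5.

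In WT replicate 3, 381 genes differed from the mean of WT replicates 1 and 2 by at least 1 on the log2 scale and by over 2 times the difference between those replicates, 132 of them higher and 249 lower, while the same comparison of each other library with its group gave 37 to 68 genes. Fat around the kidney is argued against as the cause of the 249 lower genes, since RNA of other cells dilutes kidney transcripts alike and the 20 proximal tubule genes were displaced in WT replicate 3 by a median of -0.045 on the log2 scale (quartiles -0.25 and 0.22, lowest -0.62). For the 132 higher genes fat cannot be told apart from other causes: Ucp1 was at 0.191, 0.163 and 8.58 FPKM and Adipoq at 0.0726, 1.26 and 3.72 FPKM in WT replicates 1, 2 and 3, and Tsc1-KO replicates 4 and 5, which hold more of both than replicate 6, were displaced from it on these genes by a median of 0.043 of the displacement of WT replicate 3, with quartiles of -0.22 and 0.43 and a share of at least 0.5 at 22 of them, Cidec and Cox8b included. The time of day of collection may have differed, since 6 of the 17 clock genes were among the 381, with Dbp at 45.4, 40.7 and 8.77 FPKM and Npas2 at 0.589, 0.629 and 1.99 FPKM in WT replicates 1, 2 and 3. Strain or donor variants cannot be told apart from other causes by the places of the genes: 296 pairs of them lay near each other along the chromosomes against a mean of 213.2 in random sets, a ratio of 1.39 (permutation p = 0.0001, the smallest that 10000 draws can give), between the bounds of 1.2 and 1.5. By the same count, genes displaced in the other libraries gave ratios from 1.19 (Tsc1-KO replicate 6, 8 pairs) to 2.9 (Tsc1-KO replicate 5, 7 pairs, permutation p = 0.0123). For Tsc1-KO replicate 4 the ratio was 2.51 on 5 pairs (permutation p = 0.0493). A raised ratio was thus not particular to WT replicate 3. Pairs were counted when within 20 measured genes on the same chromosome. Those whose symbols share the first 3 letters were left out, so pairs among H2 genes could not count. H2-Ea-ps, a pseudogene of the major histocompatibility complex, was at 20.3, 27.1 and 0.532 FPKM in WT replicates 1, 2 and 3 and was listed at 0 in every Tsc1-KO library. H2-Q10 was at 4.04, 4.41 and 0.534 FPKM in these WT replicates and at 0.762, 0.694 and 0.248 FPKM in Tsc1-KO replicates 4, 5 and 6. H2-K2 was at 3.48, 3.80 and 1.61 FPKM and at 2.86, 3.47 and 3.58 FPKM in the same libraries. Time of day and strain or donor variants were tested as technical causes, and a cause in the biology of the WT mice was not tested, since the design names no condition that differs between them.

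Of the 279 genes that passed, 248 were higher in Tsc1-KO mice, or 88.89%. The authors' scaling between libraries is argued against as the whole cause, since after median-of-ratios scaling 81.82% of the genes that passed were still higher. A lower share of proximal tubule RNA would raise the markers of all other cell types alike, but the mean log2 level of matrix genes less that of podocyte genes changed by 0.77, from -0.0485 ± 0.0201 (SD, n = 3) in WT mice to 0.721 ± 0.273 (SD, n = 3) in Tsc1-KO mice. This difference was chosen after the results were seen. It argues against such a share only as the whole cause of the rise of the matrix genes. It cannot tell whether such a share raised the other genes, and cannot exclude it as a part of the cause. Of 20 proximal tubule genes, 4 had a positive log2 fold change. Their list lay toward lower (adjusted p = 0.0056 from camera at the preset correlation, 0.584 with an estimated one). Without WT replicate 3, 63.95% of the 1115 genes that passed were higher. That the excess of increases reflects the genotype stays open as a hypothesis.

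Strain variants carried along with the Tsc1 line could add genes to those that passed, and the tables leave this open: 154 pairs of the 279 genes lay near each other along the chromosomes against a mean of 114.3 in random sets, a ratio of 1.35 (permutation p = 0.0004), between the bounds of 1.2 and 1.5. In simulated sets placed at random this ratio was at most 1.08 and in sets placed in runs at least 2.89. The genotype and any variants linked to it cannot be told apart in these libraries. The 10 groupings of 6 libraries into 3 against 3 are too few for a share under 0.05. The real grouping gave 279 genes (266 with a fold above 1.3), 2535 genes at an unadjusted p under 0.05 and 14 gene lists in limma, and the highest of the other groupings 0 genes (0 with the fold), 1398 genes at an unadjusted p under 0.05 and 12 lists.

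The results that follow concern genes that the paper's text does not discuss, with counts of list members from limma. Of 29 extracellular matrix and fibroblast genes, 8 were higher in Tsc1-KO mice, and 0 to 10 with 1 library left out. Of 15 hypoxia genes, 3 were higher, and 0 to 7 with 1 library left out. Of 19 ATF4 and amino acid response genes, 3 were higher, and 0 to 7 with 1 library left out. Of 22 interferon-stimulated genes tested, 7 were higher, and 0 to 8 with 1 library left out. Of 24 genes of the unfolded protein response, 8 were higher, and 0 to 14 with 1 library left out. Atp12a, the nongastric H+/K+-ATPase, was at 0.0566, 0.0451 and 0.141 FPKM in WT replicates 1, 2 and 3 and at 1.36, 2.08 and 2.10 FPKM in Tsc1-KO replicates 4, 5 and 6, and its log2 fold change of 3.44 (adjusted p = 0.00696 from limma) was 1.39 at a pseudocount of 1 (adjusted p = 0.00784), with adjusted p = 0.0508 without Tsc1-KO replicate 5 and 0.0537 without Tsc1-KO replicate 6. Trpv5, an epithelial calcium channel, had a log2 fold change of 1.90 (adjusted p = 0.00875 from limma), with adjusted p = 0.06 without WT replicate 1, 0.0543 without Tsc1-KO replicate 5 and 0.0537 without Tsc1-KO replicate 6. Cyp2e1 had a log2 fold change of -1.05 (adjusted p = 0.00762 from limma), with adjusted p = 0.0543 without Tsc1-KO replicate 5 and 0.0537 without Tsc1-KO replicate 6. Epo, which encodes erythropoietin, was listed at 0, 0 and 0.0992 FPKM in WT replicates 1, 2 and 3 and at 1.30, 0.493 and 1.48 FPKM in Tsc1-KO replicates 4, 5 and 6, and its log2 fold change of 3.12 was 0.98 at a pseudocount of 1 (adjusted p = 0.0563 from limma), with adjusted p = 0.118 without WT replicate 1, 0.0675 without WT replicate 2 and 0.0543 without Tsc1-KO replicate 5. Epo fell below the filter and was not tested without Tsc1-KO replicate 4, without Tsc1-KO replicate 6 or with a mean of at least 1 FPKM.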

How the results depend on the processing

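Array weights, and limma-voom without Tsc1-KO replicate 6, were chosen only after the data were seen. No paired analysis was possible because WT libraries are numbered 1 to 3 and Tsc1-KO libraries 4 to 6, and no label pairs them. Of 15302 listed genes, 13230 were tested. In simulated libraries, with genes drawn independently and no library displaced, 46.9% of genes changed by a fold of 1.5 and 73.0% of those changed by a fold of 2 passed, so smaller changes can be missed at 19568856 to 24647430 reads per library. No named gene that passed and no list with a direction passed in the opposite direction under any alternative run. The counts of genes stayed within 1.5 times with a pseudocount of 1, no filter, a mean of at least 1 FPKM, median-of-ratios scaling and limma-voom, between 253 and 305 genes. Of 87 named genes tested, 86, 87, 84, 80 and 82 kept their side of the threshold in these 5 settings (84 of 84 tested at the mean of 1 FPKM). A change of direction was counted only for genes that passed in the main run or in the alternative. The mean of at least 1 FPKM left too few genes to give the adipose, muscle and adrenal list and the T and B cell list a value. The authors' p-values give no camera test of a list.

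With all libraries limma called 279 genes (248 higher, 31 lower), and 266 with a fold above 1.3 (239 and 27). Leaving out 1 library gave from 0 (without Tsc1-KO replicate 6) to 1115 genes (without WT replicate 3), 0 to 713 higher and 0 to 402 lower, and with the fold 0 to 900, 0 to 611 and 0 to 289. Without Tsc1-KO replicate 6 limma gave 1767 genes at an unadjusted p under 0.05, and limma-voom called 47 (44 higher, 3 lower, and 47, 44 and 3 with the fold). The counts were 29 without WT replicate 1, 191 without WT replicate 2, 104 without Tsc1-KO replicate 4 and 24 without Tsc1-KO replicate 5. All 279 genes kept their call without WT replicate 3. Array weights gave 1650 genes (1128 and 522), and with the fold 1150 (845 and 305). The authors' p-values over the genes kept gave 717 (516 and 201), and with the fold 715 (515 and 200). Without the variance trend 18 genes were lower, 17 with the fold. The cause of these shifts was not tested, beyond the smaller number of libraries where 1 was left out.

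Of the named genes, 67 passed. This became 0 to 72 when 1 library was left out (0 without Tsc1-KO replicate 6, where limma-voom called 24). Of the 9 A-IC transcripts 0 to 9 passed when 1 library was left out, 5 without the variance trend and 2 in limma-voom without Tsc1-KO replicate 6. The Cell cycle pathway of Dataset EV7 had 1 member called, and 0 to 6 when 1 library was left out, 2 with a pseudocount of 1, no filter or limma-voom, 3 without the trend, 10 with array weights or the authors' p-values, and 0 in limma-voom without Tsc1-KO replicate 6. Collecting duct acid secretion had 5, and 0 to 5 with 1 library left out and 2 in limma-voom without Tsc1-KO replicate 6. PI3K-Akt signaling had 12, and 0 to 16, 1 in limma-voom without Tsc1-KO replicate 6, and 21 with the authors' p-values. MAPK signaling had 6, and 0 to 13, 2 in limma-voom without Tsc1-KO replicate 6, 16 with array weights and 17 with the authors' p-values. The mast cell count of 0 was 0 to 1, and 1 with array weights or the authors' p-values. With 1 library left out, the genes that rose numbered 0 to 7 for V-ATPase subunits (4 with all libraries), 0 to 7 for other intercalated cells (6), 0 to 11 for principal cells (3), 0 to 4 for the thick ascending limb and distal convoluted tubule (1), 0 to 10 for matrix (8), 0 to 7 for cell cycle (5), 0 to 7 for ERK (3), 0 to 7 for ATF4 (3), 0 to 4 for the lysosome list (1), 0 to 3 for glycolysis (0), 0 to 9 for heat shock (2) and 0 to 7 for hypoxia (3). In each of these 12 lists the limma count was 0 without Tsc1-KO replicate 6 and highest without WT replicate 3. With array weights the genes higher and lower were 8 and 2 for other intercalated cells, 11 and 0 for V-ATPase, 11 and 1 for principal cells, 1 and 1 for proximal tubule, 3 and 0 for the thick ascending limb and distal convoluted tubule, 16 and 0 for matrix, 12 and 0 for cell cycle, 8 and 2 for ERK, 8 and 2 for ATF4 (3 and 1 with all libraries), 5 and 1 for the lysosome list, 3 and 0 for glycolysis, 1 and 0 for sterol and fatty acid synthesis, 9 and 0 for heat shock, 8 and 0 for hypoxia, 0 and 2 for male-biased genes (0 and 1), 11 and 1 for interferon and 19 and 0 for the unfolded protein response. The authors' p-values gave 1 and 1 for proximal tubule, 22 and 0 for matrix, 14 and 0 for cell cycle, 7 and 1 for ERK, 7 and 1 for ATF4, 3 and 1 for the lysosome list, 1 and 2 for sterol and fatty acid synthesis, 7 and 0 for hypoxia, 3 and 0 for heat shock, 3 and 0 for the clock, 2 and 0 for injury, 0 and 3 for male-biased genes, 1 and 0 for female-biased genes, 12 and 0 for interferon and 12 and 0 for the unfolded protein response. Without the trend 2 V-ATPase subunits were higher, 4 matrix genes, 2 ERK, 2 ATF4 and 2 hypoxia genes, 1 c-KIT pathway kinase, 1 clock gene, 3 genes of the unfolded protein response, 0 heat shock genes and 0 of the thick ascending limb and distal convoluted tubule list (2 and 1 in limma-voom). Median-of-ratios scaling gave 0 for the thick ascending limb and distal convoluted tubule, 2 for ATF4, 2 for hypoxia, 1 for the clock and 5 for the unfolded protein response. A pseudocount of 1 in place of 0.1 changed the log2 fold change from 1.08 to 0.64 for Aldh18a1, from 1.28 to 0.71 for Aurkb, from 1.63 to 0.98 for Dusp8, from 3.12 to 0.98 for Epo, from -1.12 to -0.75 for Hdc, from -1.85 to -1.08 for Hrg, from 4.79 to 1.91 for Matn1, from 0.64 to 0.34 for Mrc1, from 2.26 to 1.19 for Ucp1, from 0.76 to 0.45 for Upk2 and from 3.44 to 1.39 for Atp12a. Without WT replicate 3, 3 c-KIT pathway kinases were higher and 2 lower (2 and 0 with all libraries, 2 and 2 with array weights), 3 clock genes higher and 2 lower (2 and 0), 2 injury genes higher (1, and 3 with array weights), 1 proximal tubule gene higher and 1 lower, 1 sterol and fatty acid gene lower, 1 podocyte gene lower, and 1 urothelial gene and 1 gene of the adipose, muscle and adrenal list higher (0 of each of these 5 lists with all libraries). The genes that rose numbered 0 to 8 for interferon (7) and 0 to 14 for the unfolded protein response (8) with 1 library left out. The erythrocyte count of 1 was 0 to 1, and 0 after median-of-ratios scaling, in limma-voom with or without Tsc1-KO replicate 6, and without the trend.

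Of the 27 gene lists, 14 had a direction at an adjusted p under 0.05 and 0 with an estimated correlation, where heat shock had 0.603 and each of these 13 had 0.584: other intercalated cell, V-ATPase, principal cell, proximal tubule, matrix, injury, cell cycle, ERK-responsive, ATF4, glycolysis, sterol and fatty acid, hypoxia and male-biased genes. With 1 library left out the adjusted p ran from 0.000873 to 0.075 for principal cells, 0.0111 to 0.336 for the thick ascending limb and distal convoluted tubule, 0.000192 to 0.972 for endothelium, 0.00869 to 0.897 for urothelium, 0.0028 to 0.991 for myeloid cells, 0.0028 to 0.0788 for injury, 0.000676 to 0.128 for ERK, 0.0298 to 0.29 for the lysosome list, 0.0057 to 0.0725 for glycolysis, 0.00258 to 0.0912 for sterol and fatty acid synthesis, 0.0458 to 0.586 for imatinib targets, 5.34e-07 to 0.0912 for heat shock, 0.000571 to 0.0578 for hypoxia and 0.0329 to 0.754 for female-biased genes. Array weights gave 0.0359 for the thick ascending limb and distal convoluted tubule, 0.0359 for urothelium, 0.0646 for ERK and 0.0504 for sterol and fatty acid synthesis. Limma-voom gave 0.0497 for endothelium, and without Tsc1-KO replicate 6 it gave 0.0298 for the clock. The cause of these list changes was not tested.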

Differences from the paper's values

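The paper reports 806 DET at 45 days, of which 589 upregulated and 217 downregulated, and states no fold threshold for these counts. In the authors' deposited table 806 genes have a padj under 0.05, and the smallest log2 fold change among the upregulated ones is 0.36, below the log2 of a fold of 1.3. At an adjusted p under 0.05 with no fold threshold, limma called 279 genes, 248 higher and 31 lower. Of the alternatives set before the data were examined, the counts came within 1.5 times the paper's with the authors' p-values adjusted over the genes kept (717, 516 and 201), and for the total and the higher genes without WT replicate 3 (1115, 713 and 402). They did not with a pseudocount of 1, with no filter, with a mean of at least 1 FPKM, after median-of-ratios scaling, with limma-voom, without the variance trend, or without WT replicate 1, WT replicate 2, Tsc1-KO replicate 4, Tsc1-KO replicate 5 or Tsc1-KO replicate 6. Array weights, chosen after seeing the values, gave 1650, 1128 and 522, not within 1.5 times.

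With the fold above 1.3 that the legend of Fig. EV1 gives for the genes entered in the KEGG analysis, limma called 266 genes, 239 higher and 27 lower, against the paper's 806, 589 and 217. Of the alternatives set before the data were examined, leaving out WT replicate 3 (900, 611 and 289) and the authors' p-values over the genes kept (715, 515 and 200) came within 1.5 times, and the others did not. Array weights, chosen after seeing the values, also did, with 1150, 845 and 305 genes, and dropped 201 of the paper's 806 DET. With this fold, limma called 252 of the paper's 806 DET in the same direction with all libraries and 472 without WT replicate 3, which leaves 334 uncalled. Of the paper's 806 DET, 95 are below the mean of 0.5 FPKM kept here. The list of lower genes that the authors deposited holds 1666 genes, of which 217 have a padj under 0.05.

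The paper reports 578 upregulated and 201 downregulated DET that code for proteins, and 238 and 25 were found here with a fold above 1.3, a threshold that the paper does not state for these counts. The same alternatives came within 1.5 times the paper's counts: 600 and 270 without WT replicate 3, and 513 and 183 with the authors' p-values over the genes kept. The others set before the data were examined did not. Array weights, chosen after seeing the values, gave 826 and 277, and dropped 201 of the paper's 806 DET.

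Dataset EV7 gives the paper's counts of upregulated DET in each pathway as 12 for Cell cycle, 21 for PI3K-Akt signaling and 18 for MAPK signaling, where limma called 1, 12 and 6. Of the alternatives set before the data were examined, the authors' p-values over the genes kept came within 1.5 times the paper's for all 3 pathways (10, 21 and 17). Leaving out WT replicate 3 did so for PI3K-Akt signaling (16) and MAPK signaling (13), and not for Cell cycle (6). Each other alternative did so for 0 of the 3 pathways. Array weights, chosen after seeing the values, gave 10, 18 and 16, and dropped 2, 3 and 2 of the paper's members. The paper's count of 5 for Collecting duct acid secretion equals the count here. The log2 fold changes of the 9 A-IC transcripts were close to the paper's in Dataset EV2, such as 1.08 against the paper's 1.07 for Kit and 1.63 against the paper's 1.5 for Foxi1, the farthest apart.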

Other observations

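The interferon and unfolded protein lists were chosen only after some of their genes had been seen among those that passed, their tests on the remaining genes after the tests of the whole lists had been seen, and S100g, Trpv5 and Hspa1a after their values were seen.

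Stress and oxygen-related genes were among those that rose in the 45-day-old Tsc1-KO kidneys. Of 15 hypoxia genes, 3 rose and 0 fell (8 higher and 1 lower when adjusted over the list alone): Ddit4, Epo and Hyou1, a chaperone of the endoplasmic reticulum. Of 13 heat shock genes, 2 rose and 0 fell, with the same counts when adjusted over the list alone: Hspb1 went from 26.6 ± 6.62 FPKM (SD, n = 3) to 75.1 ± 19.3 FPKM (SD, n = 3), and Hspa5, the endoplasmic reticulum chaperone BiP, from 221.8 ± 22.2 FPKM (SD, n = 3) to 413.3 ± 71.0 FPKM (SD, n = 3). Hspa1a, which is induced by heat, was at 2.40, 3.26 and 38.3 FPKM in WT replicates 1, 2 and 3 and at 44.6, 30.4 and 11.0 FPKM in Tsc1-KO replicates 4, 5 and 6. Of 12 kidney injury genes, Spp1 rose and 0 fell (2 higher and 0 lower when adjusted over the list alone), a count of 1 that in limma became 2 without WT replicate 3 and 0 without WT replicate 1 or Tsc1-KO replicate 5 or 6. Of 17 circadian clock genes, 2 rose and 0 fell, with the same counts over the list alone: Per1 went from 6.76 ± 1.26 FPKM (SD, n = 3) to 16.1 ± 1.62 FPKM (SD, n = 3), and Nr1d1 had a log2 fold change of 0.53. Of the clock genes, 3 were higher and 2 lower without WT replicate 3, 1 was higher without WT replicate 2, after median-of-ratios scaling, in limma-voom or without the variance trend, and limma called 0 without WT replicate 1 or any 1 Tsc1-KO library. Of 6 male-biased kidney genes, Cyp2e1 fell and 0 rose (0 higher and 2 lower when adjusted over the list alone). In limma 0 fell without Tsc1-KO replicate 5 or 6, while Cyp2e1 passed in limma-voom without Tsc1-KO replicate 6 (adjusted p = 0.0455). Camera gave adjusted p = 0.0056 for hypoxia, 0.0056 for heat shock, 0.0126 for injury and 0.149 for the clock, all toward higher, and 0.00129 for the male-biased genes, toward lower. With an estimated correlation the adjusted p was 0.603 for heat shock and 0.584 for the other 4 lists. With 1 library left out in limma, the 3 hypoxia genes became 7 without WT replicate 3, 1 without WT replicate 2 or Tsc1-KO replicate 4 or 5, and 0 without WT replicate 1 or Tsc1-KO replicate 6, and the 2 heat shock genes became 9 without WT replicate 3 and 0 without each of the other 5 libraries. Without the variance trend 0 heat shock genes passed in limma, with adjusted p = 0.0611 for Hspb1 and 0.0532 for Hspa5, and limma-voom called 2. The hypoxia list had 0.0578 without Tsc1-KO replicate 4, heat shock 0.0912 without WT replicate 2, and injury 0.0788 without Tsc1-KO replicate 6. S100g, which encodes the calcium-binding protein calbindin-D9k, rose with a log2 fold change of 0.57 (adjusted p = 0.0229 from limma, and 0.0865 without WT replicate 1, 0.0851 without Tsc1-KO replicate 4, 0.0852 without Tsc1-KO replicate 5 and 0.108 without Tsc1-KO replicate 6), beside Trpv5, at 5.21 ± 1.06 FPKM (SD, n = 3) in WT mice and 19.7 ± 3.95 FPKM (SD, n = 3) in Tsc1-KO mice.

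Genes of several other cell types did not pass the test. Limma called 0 of 10 podocyte genes (camera adjusted p = 0.977), 0 of 11 endothelial genes (0.149), 0 of 7 urothelial genes (0.308), 0 of 5 adipose, muscle and adrenal genes (0.977) and 0 of 4 female-biased kidney genes (0.24), with 0 at an unadjusted p under 0.05, 0 in limma-voom and 0 over the list alone in each. Among the endothelial, urothelial, adipose, muscle and adrenal, and female-biased genes the smallest p values were those of Tie1 (log2 fold change 0.58), Upk2 (0.76), Ucp1 (2.26) and Slc7a12 (1.63). These counts of 0 did not all hold without WT replicate 3, where limma called 1 podocyte gene lower, Upk2 higher (adjusted p = 0.0289) and Ucp1 higher (adjusted p = 0.0466). Of 18 macrophage and myeloid genes, limma called 0 (camera adjusted p = 0.253), with 1 at an unadjusted p under 0.05, 0 in limma-voom and 0 over the list alone, and Mrc1 had a log2 fold change of 0.64. Of 12 T and B cell genes, 1 was tested, with 0 called, 0 at an unadjusted p under 0.05 and 0 in limma-voom. Of 9 mast cell genes 2 were tested, and limma called 0, with 1 at an unadjusted p under 0.05, 0 in limma-voom and 1 lower over the list alone, the histamine synthesis gene Hdc with a log2 fold change of -1.12, which passed without WT replicate 3. Of 8 erythrocyte genes 2 were tested and 1 rose, Alas2 of heme synthesis, with a log2 fold change of 0.89, which limma-voom did not call and which missed the threshold without each library except WT replicate 3. The adjusted p of the endothelial list was 0.000192 without WT replicate 2 and 0.0458 without Tsc1-KO replicate 5, that of the urothelial list 0.00869 without WT replicate 3, that of the myeloid list 0.0028 without Tsc1-KO replicate 5 and that of the female-biased list 0.0329 without Tsc1-KO replicate 4.

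A wider interferon response in Tsc1-KO kidneys is a hypothesis from the increases of Bst2 and Isg15. Bst2, also called tetherin, rose from 13.9 ± 1.14 FPKM (SD, n = 3) to 30.8 ± 2.10 FPKM (SD, n = 3), and Isg15 from 3.16 ± 0.143 FPKM (SD, n = 3) to 6.63 ± 1.53 FPKM (SD, n = 3). Of 24 interferon-stimulated genes listed, 22 were tested, 7 rose and 0 fell (16 higher and 1 lower when adjusted over the list alone), counts that include the genes that led to the list. In limma the 7 became 8 without WT replicate 3, 2 without WT replicate 2 or Tsc1-KO replicate 4, 1 without WT replicate 1 or Tsc1-KO replicate 5 and 0 without Tsc1-KO replicate 6, where limma-voom called 1. With all libraries the count was 5 in limma-voom, 11 with array weights, which also called 1 lower, and 12 with the authors' p-values. Of the 15 that did not pass, 93.3% were higher on average, with a camera p of 0.000106 and a p of 0.204 with an estimated correlation. Oas3 was the member with a negative log2 fold change, -0.29. At the preset correlation camera also gave up to 12 lists a direction under the other groupings of the libraries, so its smaller p is weak evidence. Such a response stays open, and a source of interferon was not tested.

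A wider unfolded protein response is a hypothesis from the increases of Hspa5, Herpud1 and Manf. Herpud1, of the degradation of endoplasmic reticulum proteins, rose from 166.6 ± 32.2 FPKM (SD, n = 3) to 340.9 ± 27.5 FPKM (SD, n = 3), and Manf had a log2 fold change of 1.11. Of 24 genes listed, 8 rose and 0 fell (18 higher and 0 lower when adjusted over the list alone), counts that include the genes that led to the list. In limma the 8 became 14 without WT replicate 3, 3 without WT replicate 2 and 0 without WT replicate 1 or any 1 Tsc1-KO library, while limma-voom called 5 without Tsc1-KO replicate 6. With all libraries the count was 5 after median-of-ratios scaling, 6 in limma-voom, 3 without the variance trend, 19 with array weights and 12 with the authors' p-values. Of the 16 that did not pass, 81.2% were higher on average, with a camera p of 8.39e-05 and a p of 0.185 with an estimated correlation. Hspa5 is also in the heat shock list and Hyou1 in the hypoxia list. The smaller p is weak evidence here too, since camera at the preset correlation gave up to 12 lists a direction under the other groupings. Such a response stays open, and splicing of Xbp1 could not be measured from values per gene.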
